# Integrated analysis, transcriptome-lipidome, reveals the effects of *INO-*level (*INO2 *and *INO4*) on lipid metabolism in yeast

**DOI:** 10.1186/1752-0509-7-S3-S7

**Published:** 2013-10-16

**Authors:** Pramote Chumnanpuen, Intawat Nookaew, Jens Nielsen

## Abstract

**Background:**

In the yeast *Saccharomyces cerevisiae*, genes containing UAS_INO _sequences are regulated by the Ino2/Ino4 and Opi1 transcription factors, and this regulation controls lipid biosynthesis. The expression level of *INO2 *and *INO4 *genes (*INO*-level) at different nutrient limited conditions might lead to various responses in yeast lipid metabolism.

**Methods:**

In this study, we undertook a global study on how *INO*-levels (transcription level of *INO2 *and *INO4*) affect lipid metabolism in yeast and we also studied the effects of single and double deletions of the two *INO*-genes (deficient effect). Using 2 types of nutrient limitations (carbon and nitrogen) in chemostat cultures operated at a fixed specific growth rate of 0.1 h-1 and strains having different *INO*-level, we were able to see the effect on expression level of the genes involved in lipid biosynthesis and the fluxes towards the different lipid components. Through combined measurements of the transcriptome, metabolome, and lipidome it was possible to obtain a large dataset that could be used to identify how the *INO*-level controls lipid metabolism and also establish correlations between the different components.

**Results:**

In this study, we undertook a global study on how *INO*-levels (transcription level of *INO2 *and *INO4*) affect lipid metabolism in yeast and we also studied the effects of single and double deletions of the two *INO*-genes (deficient effect). Using 2 types of nutrient limitations (carbon and nitrogen) in chemostat cultures operated at a fixed specific growth rate of 0.1 h-1 and strains having different *INO*-level, we were able to see the effect on expression level of the genes involved in lipid biosynthesis and the fluxes towards the different lipid components. Through combined measurements of the transcriptome, metabolome, and lipidome it was possible to obtain a large dataset that could be used to identify how the *INO*-level controls lipid metabolism and also establish correlations between the different components.

**Conclusions:**

Our analysis showed the strength of using a combination of transcriptome and lipidome analysis to illustrate the effect of *INO*-levels on phospholipid metabolism and based on our analysis we established a global regulatory map.

## Background

Phospholipid synthesis in the yeast *Saccharomyces cerevisiae *is a complex process that involves regulation by both genetic and biochemical mechanisms [1-3]. The activity levels of phospholipid synthesis enzymes are controlled by gene expression, e.g., transcription, and by other factors, i.e., lipids, water-soluble phospholipid precursors and products, and covalent modification by phosphorylation.

At the transcription level, the heterodimeric Ino2/Ino4 activator and the transcription factor Opi1 are global regulators affecting the expression of a large number of phospholipid biosynthetic genes [4-6]. Opi1, containing a leucine zipper motif, has been known as a negative regulator of phospholipid biosynthesis and it can also repress the transcription of *INO2 *and *INO4 *[7,8]. In the absence of Opi1, the transcriptional level of both *INO2 *and *INO4 *(so called "***INO*-level**") will be up-regulated compared to the reference strain. Ino2p and Ino4p binds to so-called inositol-choline response elements (ICRE), and ICRE-bound Ino2p can interact with coactivator complexes such as Snf1 kinase that has histone kinase function, the SAGA complex, and the TFIIB complex when *OPI1 *is disrupted or not presented in the nucleus [9,10]. Opi1 is also necessary for repression of ICRE-dependent transcription when inositol-choline is present in excess [8,11]. Under this condition, Opi1 is localized in the nucleus [12] and prevents Ino2 from activation of target genes by recruiting the pleiotropic co-repressors such as the Cyc8/Tup1 complex [13,14] or Sin3p [15-19]. Consequently, Ino2 variants (which are defective in interacting with Opi1) lead to the repression of phospholipid synthetic genes [20]. However, a genome wide transcription analysis of the effect of varying *INO*-levels that effect lipid metabolism has never been studied before.

It is known that the transcription of the phospholipid biosynthetic genes is maximally repressed in the presence of the phospholipid precursors inositol and choline (IC) [4,21,22]. A highly conserved 10bp-element (5'-CATGTGAAAT-3'), in at least one copy is found in the promoters of the lipid co-regulated genes such as *INO1*, *CHO1*, *CHO2*, *OPI3*, *FAS1*, *FAS2*, *ACS2*, and *ACC1 *[23-28]. This element has been shown to be both necessary and sufficient for the IC response, the so called "inositol/choline-responsive element" or "inositol-sensitive upstream activating sequence" (ICRE or UAS_INO _motifs)[23,24,29]. These motifs are bound by a heterodimer of positive regulators Ino2p and Ino4p containing a basic helix-loop-helix (bHLH) structural motif [21,30-32] which is necessary and sufficient for dimer formation and specific interaction with the UAS_INO _motif [10,32,33]. Recent studies have shown that expression of several genes, probably unrelated to phospholipid metabolism, is also affected by Ino2p and Ino4p [22,29,34]. Importantly, over-expression of *INO2 *(but not of *INO4*) counteracts IC repression, suggesting Ino2p as a possible target of the signal transduction pathway triggering IC repression [35,36]

At the biochemical mechanism level, the level of phosphatidic acid (PA) is controlled by the biochemical regulation of key phospholipid synthesis enzymes [12] and it plays a central role in the regulation of phospholipid synthesis gene expression [1,33,37].

In this study, we undertook a global study of lipid metabolism in response to different *INO*-levels (*INO2 *and *INO4*): (1) normal *INO*-level using wild-type (CEN.PK113-7D), (2) high *INO*-level using an *opi1*Δ strain, and (3) low (or rather absent) *INO*-level using an *ino2*Δ *ino4*Δ double deletion strain. Moreover, we also focused on the deficient factors as a sub story comparing the individual knockout strains (*ino2*Δ and *ino4*Δ) with the double deletion strain. Using a systems biology approach [38] a global regulatory model for lipid metabolism could be established. With 2 types of nutrient limitations (carbon and nitrogen) and different *INO*-level, we were able to see the effect on expression level of the genes involved in lipid biosynthesis and the fluxes towards the different lipid components. Through combined measurements of the transcriptome, metabolome, and lipidome it was possible to obtain a large dataset that could be useful to identify the effect of *INO*-level and also establish correlations between the different components.

## Methods

### Materials

All chemicals were reagent grade. Phospholipids, fatty acid methyl ester and neutral lipids standards were purchased from Sigma.

### Agar spot test on SD media with different inositol concentrations

The reference strain CEN.PK 113-7D and 5 mutants as shown in table 1 were grown on SD agar plate (containing Yeast Nitrogen Base without amino acids and inositol, Formedium LTD, England) for 48 hours. The SD agar plates were supplemented with 0, 1.39, 75 or 220 µM of inositol.

**Table 1:** List of strains used in this study and their genotypes

Strain	Genotype	Remark
CEN.PK113-7D	*MAT*a *URA3 HIS3 LEU2 TRP1 SUC2*	*Reference*
CEN.PK1029-1A	*MAT*a *URA3 HIS3 LEU2 TRP1 SUC2 opi1Δ::loxP-Kan-loxP*	*opi1Δ *(high *INO*)
CEN.PK1033-9A	*MAT*a *URA3 HIS3 LEU2 TRP1 SUC2 ino2Δ::loxP-Kan-loxP ino4Δ::loxP-Kan-loxP*	*ino2Δino4Δ *(low *INO*)
CEN.PK1027-1B	*MAT*a *URA3 HIS3 LEU2 TRP1 SUC2 ino2Δ::loxP-Kan-loxP*	*ino2Δ*
CEN.PK1028-2A	*MAT*a *URA 3 HIS3 LEU2 TRP1 SUC2 ino4Δ::loxP-Kan-loxP *	*ino4Δ *

### Strains, cultivation, and fermentation profile

The S. cerevisiae strains used in this study were a prototrophic strain CEN.PK 113-7D (Mat**a **Mal2-8c SUC2) [39] and its derivative (opi1∆, ino2∆, ino4∆, and ino2∆ino4∆) supplied by Peter Kötter (Frankfurt, Germany). All strains in this study were prototrophic and with mating type a (Table 1). Steady-state aerobic chemostat cultures were grown at 30 ˚C in 1.2 L bioreactors (DASGIP, Germany) with working volume of 0.5 L using a dilution rate of 0.10 (±0.005) h-1. For the C-limited and N-limited cultures, the medium composition was the same as in a previous study [40,41] which contained 75 μM of inositol and 1mM of choline [24,42]. The pH was controlled at 5.00 ± 0.05 with 2M KOH and dissolved oxygen was kept above 30%. Chemostat cultivation ensured that metabolic and regulatory changes observed were specific to the INO-level and also the disruptions of INO2 and/or INO4, and not complicated by external effects resulting from different specific growth rates.

Samples were harvested from the cultivation media every second hour and immediately filtered through a 0.45 μm pore-size cellulose acetate filter (VWR) and stored at -20 ˚C until analysis. Biomass production was evaluated by measuring of optical density (OD_600_) and dry cell weight. Glucose, glycerol, ethanol, and acetate concentrations were determined by HPLC analysis using an Aminex HPX-87H column (Biorad, Hercules, CA) [43].

### Transcriptome analysis

#### Transcriptome data acquisition

Samples for RNA extraction were taken after 50 h (i.e. 5 retention times) of steady-state by rapidly taking 20 ml of culture and mixing with 30 ml of crushed ice in a 50 ml Falcon tube to cool down the samples immediately. The cells were harvested by centrifuging at 4000 rpm and 2˚C for 3 min, and then frozen in liquid nitrogen and stored at -80˚C until subsequent RNA extraction. The cells were mechanically disrupted using FastPrep homogenizer (MP Biomedicals) and total RNA was isolated using the RNeasy Mini Kit (QIAGEN). The quality of total RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) with RNA 6000 Nano LabChip kit (Agilent Technologies). The labeled RNA was synthesized using the GeneChip 3' IVT Express Kit (Affymetrix), which was then hybridized onto the GeneChip Yeast Genome 2.0 Arrays (Affymetrix). Staining and washing of the hybridized arrays were carried out on the GeneChip^® ^Fluidics Station 450 (Affymetrix) and scanned using the GeneChip Scanner 300 7G (Affymetrix). All transcriptome data of this study can be found at Gene Expression Omnibus with accession number GSE36298.

#### Transcriptome data analysis

The transcriptome data were analyzed using Bioconductor in R. Raw data were normalized and processed together with Probe Logarithmic Intensity Error (PLIER http://media.affymetrix.com/support/technical/technotes/plier_technote.pdf). Pairwise T-test analysis was performed to determine the genes whose expression level is significantly changed due to INO-level, as well as the sufficiency factor. The calculated P-values were corrected for multiple testing by FDR method. A cut-off value of adjusted P value<0.01 was set to assess statistical significance.

### Lipid data acquisition

#### Total lipid extraction

The lipid extraction method was adapted from Bligh and Dyer[44]. First, 15 mg of freeze-dried cell pellets were treated with 1 unit μl-1 of zymolyase digesting buffer (1.2 M glycerol, 100 mM sodium thioglycolate, 50 mM Tris-sulfate, pH 7.5) at 37°C for 15 min, followed by centrifugation at 3000 rpm for 3 min to collect the spheroplast, which was mixed with internal standards (heptadecanoic acid and glyceryl tri-heptadecanoate, 25 µg of each). After the addition of 7 ml of chloroform-methanol (2:1, v/v), the mixture was shaken horizontally at 300 rpm 4°C for 3 h, mixed with 1.7 ml of sodium chloride solution (0.73%) and centrifuged at 3000 rpm 4°C for 4 min for phase separation. The lower (organic)-phase was collected and the remaining was re-extracted with 5 ml of chloroform-methanol (85:15 v/v). The lower (organic)-phase was collected and pooled with the previous organic fraction and kept at -20°C until further analysis.

#### Lipid class separation, identification, and quantification using HPLC-CAD

Lipid separation and quantification were performed using our developed method [45]. Lipid separation was accomplished by HPLC (Dionex) equipped with charge aerosol detector; CAD (Corona) and the gas connected was nitrogen gas with 35 psi gas pressure. All the separated fractions were then collected by automated fraction collector; AFC-3000 (Dionex). A 20 μl volume of sample was injected in to the Luna 5 µm HILIC 200 Å 100 × 3.0 mm LC Column (Phenomenex). The flow-rate was 0.8 ml/min and the column temperature was kept at 25˚C during all runs. The chromatogram was record at 10 Hz frequency and gain for 100 pA. The polar and neutral lipid classes were separated by three solvent mixtures and gradient systems as follow: (A) hexane-acetic acid (99:1, v/v); (B) acetone-isopropanol-acetic acid (29:70:1, v/v/v); (C) water-acetone-isopropanol-acetic acid (9:20:70:1, v/v/v/v). Triethylamine (0.08%, v/v) was added to the solvent C to adjust pH. The samples were injected at time 0 and the gradient profile started at 100% of solvent A and the solvent B was gradually increased to 5% in 14 min and it was always kept at 5% along the process. At 15 min time point, solvent C was slowly entering to the system and rising up to 40% in 5 min. Then solvent C was slowly increased until 45% in 20 min. Finally, the gradient was reduced from 5% to 0% of solvent B and from 45% to 0% of solvent C in 5 min and then maintained at 100% of solvent A for 5 min. In total, the solvent program for the separation of all lipid classes took 45 min.

#### Identification and quantification

Pure lipid standards were analyzed individually using chromatography to confirm their retention times and purity. Lipid standards were also co-eluted together with samples to identify peaks in unknown samples. Solutions of known concentrations of different lipid classes were mixed and lipid standard curves were generated to study the linearity of the detection method and to quantify lipid classes in unknown samples. Calibration curves were prepared for 5-1000 μg ml-1 of PA, PE, PC, PS, PI, ES, TAG, FA, and ES. Each concentration of the standard solutions was injected twice and the average log_10 _peak area for each lipid was plotted against the absolute amount of lipid. Correlation (r2) was determined for all curves by linear regression.

#### Fatty acid methylesters (FAMEs) analysis

To quantify the distribution of fatty acid long chain species, we used standard procedure developed in our laboratory which is based on the previous protocol by Khoomrung et al. [46]. Briefly, 10 mg of freeze-dried samples was mixed with 4 mL of hexane, 2 mL of 14% BF_3 _(in Methanol) and 5 µg of internal standard (17:0) fatty acid standard was added. The sample was then flushed into the tube's head space with nitrogen gas for 30s and closed tightly with a Teflon screw cap. The tube was placed in a vessel containing 30 mL of milliQ water and then sealed with TFM screw cap. The tube was heated using microwave digestion system (milestone start D, Sorisole Bergamo, Italy) equipped with rotor PRO-24. The temperature programming of microwave digestion was ramped (from room temperature) to 120 ˚C within 6 min and maintained for 10 min. After cooling down sample at the room temperature, 2 mL of milliQ water was added and shaken vigorously for 1 min and centrifuged at 2500 rpm for 5 min. The upper phase (hexane phase which contained the FAMEs) was analysed by GC-MS.

The FAMEs were separated and quantified using Focus GC ISQ single quardrupole GC-MS (Thermo Fisher scientific, Germany). The separation of FAMEs was performed on Zebron (ZB-WAX) GC column (30 m × 0.25 mm I. D., 0.25 μm film thickness) from Phenomenex, Macclesfield, UK. Sample was injected in splitless injection mode (1µL at 240 ˚C) and Helium was a carrier gas (1 mL/min). The column temperature was initially set at 50 °C (1.5 min), then temperature was ramped to 180 °C (25°C/min) for 1 min, then increased to 220 °C (10°C/min) and held for 1 min. Finally, temperature was increased to 250 °C (15°C/min) and held for 3.0 min. Mass transfer line and ion source were set at 250 °C and 200 °C, respectively. The FAMEs were detected with electron ionization (70 eV) in scan mode (50-650 m/z) and selected ion monitoring mode at m/z 55, 67, 74 and 79 (for quantitative analysis). The identification of unknown FAMEs was achieved by comparing their retention times and mass spectrum profiles with known standards (Sigma-Aldrich, USA). The quantification of FAMEs was performed using QuanBrowser function in Xcalibur software version 2.0 (Thermo Fisher Scientific). According to the serial dilution of FAME mix standards and were normalized according to the internal standard fatty acid C17:0. The average molecular weights of each PL (Table.S1 in additional file 1) were used for mg/gDW and mmol/gDW units conversion (were later used for metabolic fluxes analysis).

### Integrated analysis

The statistical adjusted P-values of each hypothesis testing were overlaid on the three networks graph of Gene Ontology, Transcription factor-gene interaction and genome-scale metabolic model iIN800 [47] (metabolite-gene interaction). Then reporter algorithm [48] was performed to obtain significant values (reporter p-value) of GO terms, Transcription factors (TF) and metabolites. The Platform for integrative analysis of omics data (PIANO) package for R ([49]available at http://www.bioconductor.org/packages/2.13/bioc/html/piano.html) has been performed for integrated analysis. All the features presented in heatmaps are those features that have reporter P-value < 0.001 and P-value < 0.01 were considered for INO-level and deficient factors, respectively.

## Results

### Inositol is essential in the low *INO*-level yeast

To estimate the required inositol concentration for low *INO*-level (either *ino2Δ*, or *ino4Δ*, or double deletion of them), a spot test with the 5 yeast strains on different concentrations of inositol were performed (Figure 1A). Since the Ino2-Ino4 heterodimer regulates positively the expression of *INO1 *(a structural gene for inositol-1-phosphate synthase which is required for inositol synthesis) and other phospholipid genes containing UAS_INO _element [31,50], deletion of *INO2 *and *INO4 *results in a requirement for supplementation of myo-inositol. However, myo-inositol is included in our minimal medium in a concentration of 250 µg/L (corresponding to about 1.39 µM) [41]. The spot test showed that *opi1Δ *as well as reference strain are prototroph for inositol but at least 75 µM of inositol is sufficient for low *INO*-level strains (either single or double deletion of *INO2 *and *INO4*) to grow. However, higher concentrations of inositol (even 200 µM) did not make much difference in term of growth. Based on this we conclude that the low *INO*-level strains are auxotroph for inositol, and this leads us to an experimental design using 75 µM of inositol in the medium for all the chemostat cultures.

**Figure 1:**
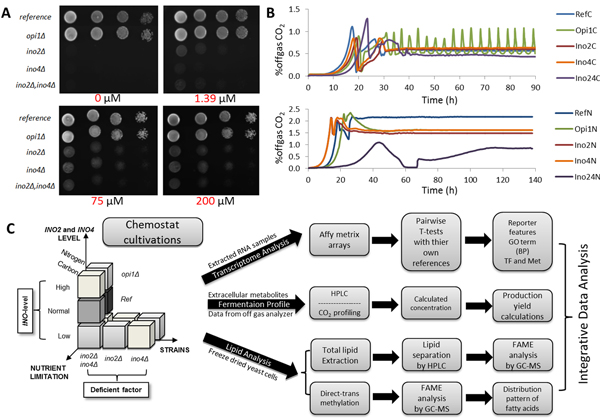
**Procedures of integrated analysis to reveal the effects of *INO-*level (*INO2 *and *INO4*) on lipid metabolism in yeast**. Spot test of all strains on SD agar plates with different inositol concentrations (A). Off gas CO_2 _profile of each mutant strain during the chemostat cultivation at C-limitation and N-limitation (B). Schematic analysis of a workflow for integrated analysis, transcriptome-lipidome, of *INO*-level (key factor) and deficient factor effect on lipid biosynthesis (C).

### Cell physiology and carbon metabolism

To see the effects on cell growth of each mutant strain, 5 strains (the reference, *opi1Δ*, *ino2Δino4*, *ino2Δ*, *ino4Δ*) were grown in batch cultivations using a defined minimum medium and switched to chemostat immediately after glucose was depleted. Table 2 summarizes the basic physiological parameters for growth on glucose for all the strains in either C-limited or N-limited conditions. During the batch, *ino2*Δ *ino4*Δ double deletion had the highest maximum specific growth rate in the C-limited medium but the lowest maximum specific growth rate in the N-limited medium (Figure 1B). However, it was clear that the double deletion strain had longer lag phase during batch cultivation in both C-limited and N-limited conditions (25h and 60h, respectively). Interestingly, during the chemostat cultivation we found this double deletion strain had the lowest biomass yields compared to the other strains. Interestingly, we found that the *opi1Δ *strain exhibited metabolic oscillations in the glucose limited chemostat cultures. 

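The transcriptome data comprise 33 Affymetrix Yeast Genome 2.0 arrays, 3 replicates for each of 11 groups. They cover the reference, *opi1*Δ, *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ strains under C- and N-limitation, with C-limited *opi1*Δ sampled in both phases of its oscillation. Both phases are time points of the oscillating cultures and were fitted as separate groups, without pairing. Of the arrays, 18 are C-limited and 15 N-limited. Each value is the log2 of the PLIER signal intensity that the authors deposited for a probe set, and 5449 genes of S. cerevisiae were tested. For 288 of these genes the mean over all arrays stays below a log2 signal of 5.47, the level under which 95% of the background probe sets lie, so a low level of such a gene cannot be told from its absence. The 33 arrays were fitted in 1 limma model with Benjamini-Hochberg adjustment, and a gene is said to have changed, risen or fallen at an adjusted p below 0.01, the threshold of the paper's methods, unless 0.001 is named. Effects are log2 fold changes ± the standard error from that model. Gene lists set in advance were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated one. With 3 arrays per group, the number of arrays limits the precision of each value. The sample descriptions name FastRNA Pro RED for the RNA extraction, while the methods name the RNeasy Mini Kit, and the arrays cannot settle which was used.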

We therefore took the samples for transcriptome analysis at two time points, at the maximum and minimum level of CO_2 _production.

**Table 2:** Physiological parameters of reference and mutants in chemostat cultivation

Strains	µ_max_^1^	Left Glc (g/L)	RQ	Y_SX_^2^	Y_SE_^3^	Y_SG_^4^	Y_SA_^5^	Y_SS_^6^	Y_SC_^7^
**RefC**	0.384 ± 0.001	0.015 ± 0.000	0.817 ± 0.007	0.539 ± 0.010	n.d.	0.019 ± 0.001	n.d.	n.d.	0.124 ± 0.003
**Opi1CT**	0.343 ± 0.001	0.009 ± 0.001	1.058 ± 0.020	0.557 ± 0.002	0.004 ± 0.000	0.019 ± 0.000	0.003 ± 0.000	n.d.	0.208 ± 0.004
**Opi1CB**	0.343 ± 0.001	0.009 ± 0.001	0.819 ± 0.003	0.550 ± 0.001	n.d.	0.019 ± 0.000	n.d.	n.d.	0.106 ± 0.003
**Ino2C**	0.340 ± 0.000	0.018 ± 0.001	0.805 ± 0.011	0.597 ± 0.020	n.d.	0.018 ± 0.001	0.003 ± 0.000	n.d.	0.129 ± 0.006
**Ino4C**	0.369 ± 0.001	0.010 ± 0.000	0.837 ± 0.009	0.571 ± 0.007	n.d.	0.018 ± 0.002	n.d.	n.d.	0.135 ± 0.002
**Ino24C**	0.436 ± 0.000	0.039 ± 0.001	0.889 ± 0.013	0.362 ± 0.028	0.098 ± 0.011	0.022 ± 0.003	0.019 ± 0.000	0.002 ± 0.000	0.101 ± 0.002
**RefN**	0.486 ± 0.000	20.387 ± 1.667	1.286 ± 0.008	0.128 ± 0.004	0.485 ± 0.048	0.008 ± 0.000	0.007 ± 0.001	0.002 ± 0.000	0.124 ± 0.004
**Opi1N**	0.499 ± 0.001	15.521 ± 1.809	1.260 ± 0.001	0.096 ± 0.003	0.316 ± 0.017	0.005 ± 0.000	0.005 ± 0.000	n.d.	0.075 ± 0.017
**Ino2N**	0.495 ± 0.001	28.286 ± 0.877	1.159 ± 0.008	0.168 ± 0.002	0.305 ± 0.015	0.009 ± 0.000	0.006 ± 0.001	n.d.	0.102 ± 0.005
**Ino4N**	0.494 ± 0.001	28.837 ± 0.427	1.261 ± 0.017	0.164 ± 0.003	0.337 ± 0.010	0.008 ± 0.000	0.006 ± 0.000	n.d.	0.103 ± 0.001
**Ino24N**	0.410 ± 0.000	35.944 ± 1.867	1.269 ± 0.010	0.058 ± 0.008	0.370 ± 0.026	0.017 ± 0.001	0.038 ± 0.001	n.d.	0.076 ± 0.005

Note: All values are average ± SD from three biological replicates.

^1 ^maximum specific growth rate on glucose during batch cultivation (with 10 g/L and 60 g/L initial glucose for C-limited and N-limited conditions, respectively)

^2 ^Biomass yield on glucose in chemostat cultures (g biomass formed/g glucose consumed)

^3 ^Ethanol yield on glucose in chemostat cultures (g ethanol formed/g glucose consumed)

^4 ^Glycerol yield on glucose in chemostat cultures (g glycerol formed/g glucose consumed)

^5 ^Acetate yield on glucose in chemostat cultures (g acetate formed/g glucose consumed)

^6 ^Succinate yield on glucose in chemostat cultures (g succinate formed/g glucose consumed)

^7 ^CO_2 _yield on glucose in chemostat cultures (mg CO2 formed/g glucose consumed)

These two samples represent reductive-building (R/B) and reductive charging (R/C) of the yeast metabolic cycle respectively [51] and the transcriptional data analysis for both of them were performed to see the differences from 2 metabolic phases (Fig. S1 in additional file 1). 

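Genes for making ribosomes and entering S phase stood higher in C-limited *opi1*Δ at maximum than at minimum CO2 production. The nucleolar genes *DBP2* and *NOP1* differed by a log2 fold change of 3.19 ± 0.39 and 2.79 ± 0.32. Of 142 ribosome biogenesis genes, 117 were higher and none lower (121 higher when adjusted over the list alone). Of 30 genes of the G1/S transition 18 were higher, the same number as when adjusted over the list alone. These include *RNR1* (1.62 ± 0.20) and *CDC21* (1.29 ± 0.20), needed to make deoxynucleotides, and the histone gene *HTB2* (1.19 ± 0.13). Genes of the G2/M period took no common direction, with 1 higher and 2 lower of 20 (1 and 1 when adjusted over the list alone). Stress and recycling genes went the other way: 29 of 32 stress genes and 14 of 25 autophagy genes were lower at maximum CO2, with the same counts when adjusted over the list alone, and *DDR2* fell by 3.67 and *ATG8* fell by 2.12. In total 2473 genes changed, 1549 of them higher. camera gave an adjusted p = 1.4e-15 for ribosome biogenesis and 4.1e-05 for G1/S (adjusted p = 0.581 and 0.563 with an estimated correlation), while stress and autophagy kept an adjusted p = 0.00612 with the estimate. The minimum-CO2 replicates were uneven, with a median of the ribosome biogenesis genes at 0.18, -1.11 and 0.18 against the reference. With replicates 1 and 3 left out, together with 3 other arrays that deviate in the same genes, a choice made after the data were seen that leaves 1 array in the group, 9 of 20 G2/M genes are lower at maximum CO2 and none is higher.

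**Figure D1:**
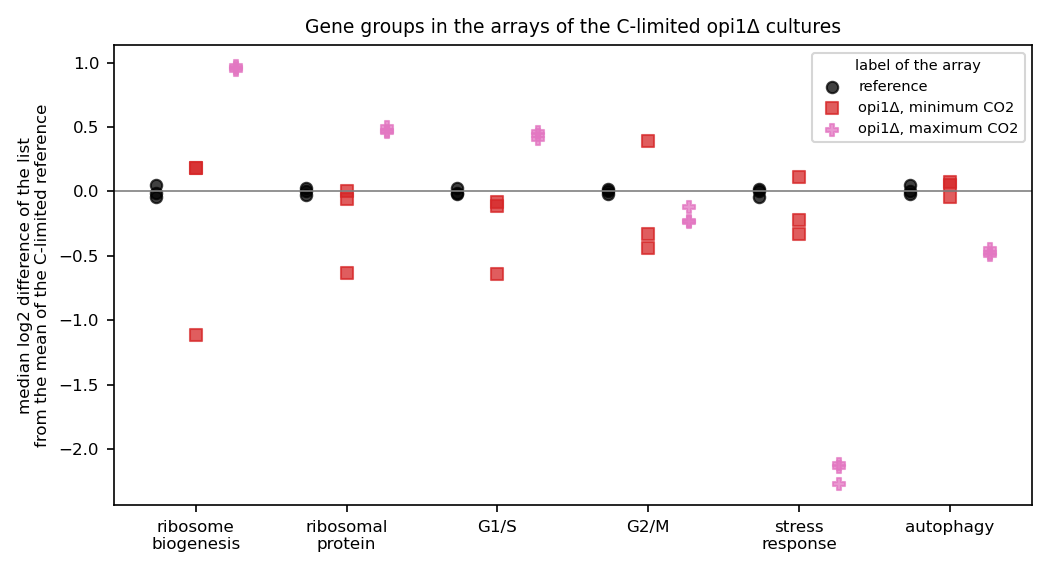
Median log2 difference from the mean of the C-limited reference (y axis) for 6 gene lists in each array of the reference and of *opi1*Δ at minimum and maximum CO2 production (x axis, points are single arrays). Ribosome biogenesis genes lie at 0.97, 0.94 and 0.96 at maximum CO2 and at 0.18, -1.11 and 0.18 at minimum CO2.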

The heatmap of reporter shows that the differences between these 2 metabolic phases mainly affects genes associated with differences in cell cycles period. According to the respirative quotient (RQ) from Table 2, the phase of the population at maximum CO_2 _production showed about 20% higher RQ compared with all the other strains at C-limitation. Based on this we therefore decided to exclude this sample and only use the sample from the minimum CO_2 _production as a high *INO*-level representative at C-limitation condition.

Double deletion of Ino2 and Ino4 resulted in a substantial reduction (about 35% in C-limited and 55% in N-limited conditions) in biomass yield compared with the reference strain (Table 2). Interestingly, deletion of Opi1 resulted in a small reduction (approx. 25%) in biomass only at N-limited but not at C-limited conditions.

### *INO*-level in nutrient-limited conditions

The levels of *INO*-gene (*INO2 *and *INO4*) expression in both C-limited and N-limited conditions were investigated according to the expression level from micro array results (Figure 2). 

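In C-limited *opi1*Δ the *INO2* signal intensity averaged 99.1 ± 10.6 (SD, n = 3) at maximum and 97.5 ± 14.2 at minimum CO2 production, against 75.3 ± 1.9 in the reference. For *INO4*, whose product pairs with Ino2, the averages were 161.3 ± 6.9 and 155.1 ± 27.6, against 117.5 ± 9.4. *OPI1* itself read at background in every array of the deletion strain. All 3 arrays of each phase lay above all 3 reference arrays for both genes (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). In limma, none of these 4 rises passed: the log2 fold change of *INO2* was 0.39 ± 0.16 (adjusted p = 0.0553) and 0.36 ± 0.16 (adjusted p = 0.106), and that of *INO4* 0.46 ± 0.30 (adjusted p = 0.222) and 0.39 ± 0.30 (adjusted p = 0.347). Between the phases *INO2* differed by 0.03 ± 0.16 and *INO4* by 0.07 ± 0.30, less than the standard error.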

Even though there were metabolic cycle patterns with the *opi1*Δ strain grown at C-limited condition, the expressions of the *INO *genes were consistently high (Figure 2A). This evidence shows that *INO *genes are up-regulated when their repressor, Opi1, is absent. 

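*INO1*, a target of the Ino2-Ino4 dimer, rose by 4.69 ± 0.18 (log2) in N-limited *opi1*Δ (adjusted p = 2.7e-16 from limma). The regulators moved much less. The *INO2* signal intensity averaged 96.5 ± 3.5 (SD, n = 3) in N-limited *opi1*Δ and 61.2 ± 1.3 in its reference, a log2 fold change of 0.66 ± 0.16 (adjusted p = 0.0163). *INO4* averaged 199.8 ± 3.1 and 180.2 ± 24.0, a log2 fold change of 0.16 ± 0.30 (adjusted p = 0.829). Neither passed the threshold, although all 3 *INO2* values lay above the reference (exact permutation test, p = 0.1 for *INO2* and 0.2 for *INO4*). From the levels in *opi1*Δ the paper concludes that both INO genes are held down by Opi1.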

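Each deletion strain read at the array background for its own deleted gene in most arrays: *INO2* averaged 37.3 ± 0.1 (SD, n = 3, signal intensity) in C-limited *ino2*Δ, and *INO4* 34.9 ± 1.0 in *ino4*Δ, where it fell by 1.75 (log2, adjusted p = 2.9e-04 from limma). The log2 fold change of *INO2* was -1.01 ± 0.16 in *ino2*Δ and -1.08 ± 0.16 in *ino2*Δ*ino4*Δ (adjusted p = 4.3e-04 and 2.6e-04). The other gene of the pair was uneven between replicates. *INO4* read 92.3 in the array labelled *ino2*Δ replicate 1 but 33.8 and 33.3 in replicates 2 and 3. *INO2* read 81.0 and 72.7 in the arrays labelled *ino4*Δ replicates 1 and 2 but 36.5 in replicate 3. In the array labelled *ino2*Δ*ino4*Δ replicate 1, *INO4* read 99.9, although the strain lacks the gene, against 34.1 and 35.6 in the others. On average *INO4* changed by -1.32 ± 0.30 in *ino2*Δ (adjusted p = 0.0154) and by -1.25 ± 0.30 in *ino2*Δ*ino4*Δ (adjusted p = 0.0297), and *INO2* by -0.33 ± 0.16 in *ino4*Δ (adjusted p = 0.142), none of which passed. The levels in 4 arrays thus fit another label as well as or better than their own: *ino2*Δ replicates 2 and 3, *ino4*Δ replicate 3 and *ino2*Δ*ino4*Δ replicate 1. The groups were kept as labelled, and values without these 4 arrays of mismatched INO levels are given where they change a result.

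**Figure D2:**
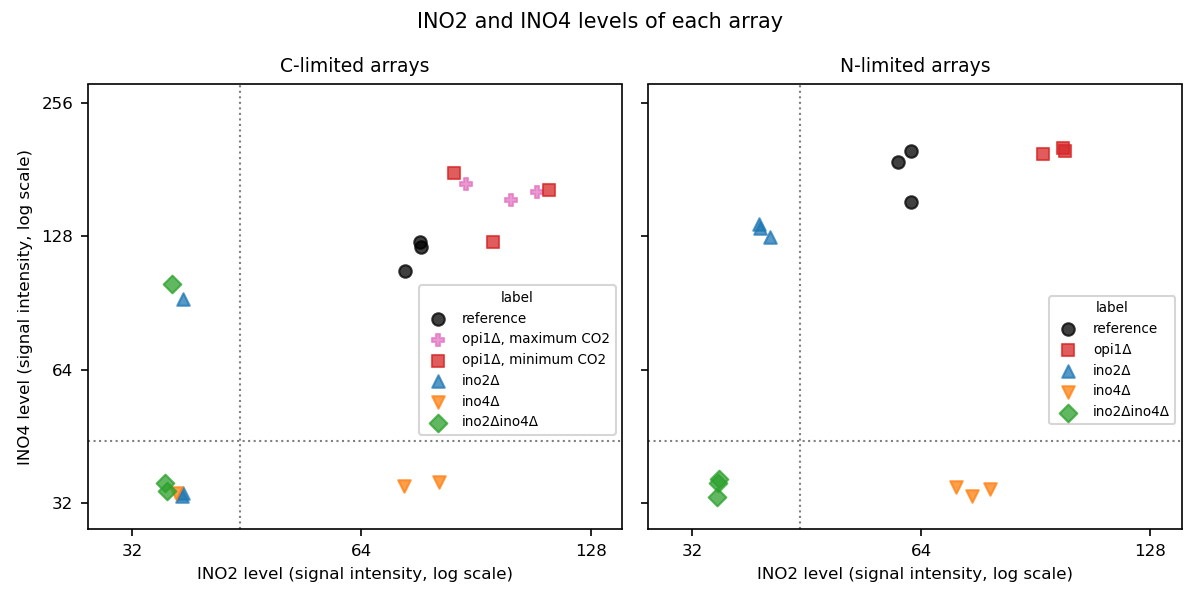
Signal intensity of *INO2* (x axis) and *INO4* (y axis), both on log scales, in each of the 33 arrays under C-limitation (left) and N-limitation (right); each point is 1 array and the dotted lines mark the background level. The C-limited array labelled *ino2*Δ*ino4*Δ replicate 1 lies at 36.1 and 99.9, beside *ino2*Δ replicate 1 at 37.3 and 92.3.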

At C-limited condition, INO levels are low in both the two single and the double deletion strains (Figure 2A and 2C). 

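*INO4* read higher in the N-limited reference, 180.2 ± 24.0 (SD, n = 3, signal intensity), than in the C-limited one, but the log2 fold change of 0.61 ± 0.30 did not pass in limma (adjusted p = 0.114). In N-limited *ino2*Δ it stayed far above background at 132.6 ± 4.6, which is -0.43 ± 0.30 against the N-limited reference (adjusted p = 0.551; all 3 arrays below the reference, exact permutation test, p = 0.1). The N-limited minus C-limited effect of deleting *INO2* on *INO4* was 0.88 ± 0.42 (log2) and did not pass (adjusted p = 0.294). It rests on the arrays labelled *ino2*Δ replicates 2 and 3 under C-limitation: without the arrays of mismatched INO levels, a choice made after the data were seen, *INO4* stands at -0.35 in C-limited *ino2*Δ, which is then 1 array, and the direction of the difference turns. *INO2* averaged 74.9 ± 3.8 in N-limited *ino4*Δ, 0.29 ± 0.16 against its reference (adjusted p = 0.449). In the N-limited arrays the INO levels match the labels of all deletion strains.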

Interestingly, the *INO4 *gene seems to be expressed at a high level at N-limitation (Figure 2B) and it possibly also tries to compensate the failure of *INO2 *expression by up-regulating its expression in the *ino2*Δ strain at N-limitation (Figure 2D).

**Figure 2:**
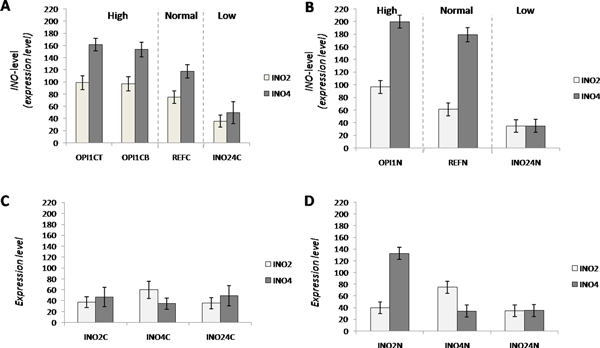
**The normalized expression values of *INO2 and INO4 *(*INO*-level) for each strain**. The key factor set shows the different *INO*-level at C-limitation (A) and N-limitation (B). The deficient factor group set shows the different *INO*-level at C-limited (C) and N-limited (D)

### Global transcriptome changes due to *INO*-level in nutrient-limited conditions

We used the Affymetrix DNA microarray platform to measure the expression level of all genes and access the global effect caused by the *INO*-level under nutrient-limited conditions (C-limited and N-lim). The transcriptome data were decomposed using principal component analysis (PCA) and Student's T-test analysis (α = 0.001). 

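Nitrogen scavenging genes were higher in the reference strain under N- than under C-limitation. The allantoate permease gene *DAL5* was 5.25 ± 0.24 (log2) higher, and the oligopeptide transporter gene *OPT2* read 11.74 (log2) under N-limitation and below the background level under C-limitation, among 1268 genes that changed, 799 of them higher. Of 19 β-oxidation genes 16 were lower and 1 higher under N-limitation (17 and 1 when adjusted over the list alone). The first principal component, with 37.5% of the variance, set C-limited apart from N-limited arrays, with *opi1*Δ at maximum CO2 production between them at -3.8, -3.7 and -0.7. The next, with 17.6%, did not follow the strains. It placed the C-limited *opi1*Δ arrays at minimum CO2 at 20.4, -17.1 and 18.2, and the N-limited reference arrays at 16.8, -7.8 and -13.1. Replicates 1 and 3 of the first, replicate 1 of the second and N-limited *ino2*Δ*ino4*Δ replicates 1 and 3 deviate from the other arrays of their groups in the same genes, such as *HAC1*, at -2.99, -3.25 and -3.23 (log2) in this order; these 5 are called the arrays with a shared deviation. The 11 groups together account for 81.7% of the variance and the limitation alone for 32.8%. The methods' t-test and limma were run on the same values, and limma's calls are the ones given here.

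**Figure D3:**
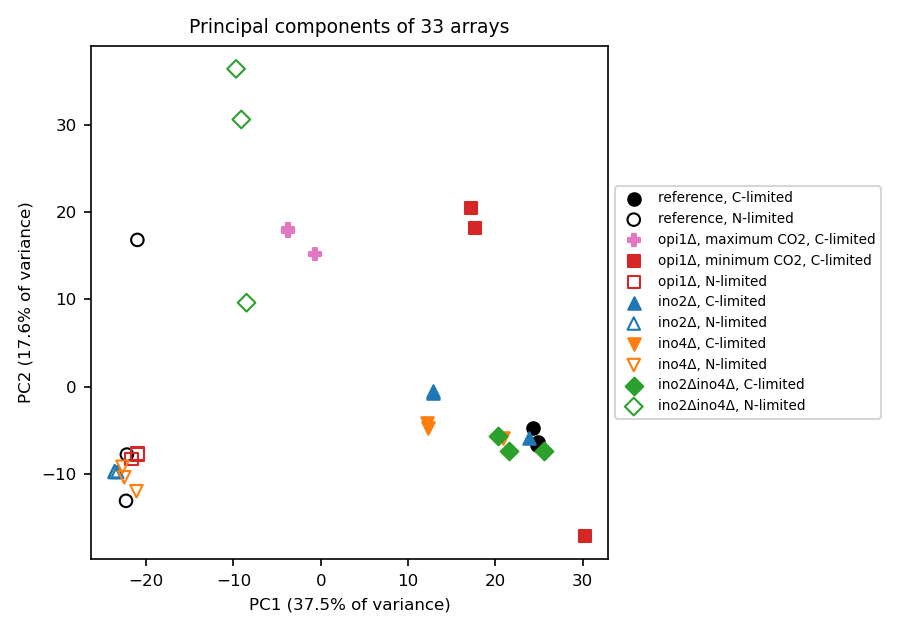
Scores of the 33 arrays on the first principal component (x axis, 37.5% of the variance) and the second (y axis, 17.6%); each point is 1 array, filled for C-limited and open for N-limited cultures. The C-limited *opi1*Δ arrays at minimum CO2 production lie at 20.4, -17.1 and 18.2 on the second component.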

The transcriptome data are presented in Venn diagrams at C-limited (Figure 3A) and at N-limited (Figure 3B) showing that the high *INO*-level (*opi1*Δ) strain had more genes being significantly changed at C-limitation. On the other hand, the low *INO*-level (*ino2Δino4Δ *double deletion) strain had more genes being significantly changed at N-limitation.

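At an adjusted p below 0.001, 116 genes changed in C-limited *opi1*Δ (46 higher and 70 lower, but 78 and 58 with arrays centred on their median and 72 and 53 after quantile normalisation) and 90 in N-limited *opi1*Δ (77 higher, 13 lower). *INO1*, *CHO1* and *ITR1* rose in both. The C-limited falls include the cell-wall mannoprotein genes *PAU3* (-3.10 ± 0.24) and *PAU7* (-2.23 ± 0.15), and sterol genes such as *ERG3* (-2.43 ± 0.35). Under C-limitation 12 genes changed in both *opi1*Δ and *ino2*Δ*ino4*Δ. *INO1*, *ITR1*, *CHO2*, *ACC1* and *STL1* moved in opposite directions, and 7 fell in both, among them *PAU3*, *PAU24*, *PAU7* and *PAU5*. Independent lists of these sizes would share 0.22 lower genes, and part of the excess may come from the shared reference arrays. Simulated unchanged groups shared 0 genes in each of 50 draws, but they were drawn around the mean of those same arrays. The draws thus cannot show sharing that comes from the reference. The C-limited count rests on uneven arrays: it is 324 (200 higher) without *opi1*Δ replicate 2 and 55 without reference replicate 1, while the N-limited count ranges from 58 to 78 when 1 array is left out. The methods' t-test calls 1 and 3 genes. The difference between the limitations, tested itself, passed for 258 genes at 0.01.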

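Genes of nitrogen scavenging and respiration were among those that fell in the N-limited double mutant. *DAL5* fell by 4.86 (log2) and the ATP synthase inhibitor gene *INH1* fell by 2.27, while the multidrug exporter gene *PDR5* rose by 2.67 ± 0.16. At an adjusted p below 0.001, 510 genes changed in N-limited *ino2*Δ*ino4*Δ (247 higher, 263 lower) and 18 in C-limited *ino2*Δ*ino4*Δ (1 higher, 17 lower). Of the C-limited genes, *INO1* (-3.64 ± 0.18) and *OPI3* (-2.22 ± 0.27) are known targets of the dimer. The methods' t-test called 0 genes at that level in either culture, and 18 and 4 at 0.01; at an unadjusted p below 0.05 limma counts 1974 and 669. Without the array labelled *ino2*Δ*ino4*Δ replicate 1 the C-limited count is 43, and the N-limited count ranges from 348 to 651. A test of the difference itself, N-limited minus C-limited effect of the double deletion, passed for 414 genes at 0.01, but 14 of 100 splits of the same arrays give at least as many (highest other 820), so chance cannot be excluded. Another split of the N-limited arrays of *ino2*Δ*ino4*Δ and the reference gives 934 genes at 0.001 against the 510, which points to a structure of the samples. Under N-limitation 17 genes changed in both *opi1*Δ and *ino2*Δ*ino4*Δ, of which 10 moved in opposite directions, such as *INO1*, *CHO1*, *OPI3* and *ITR1*. Of the rest, 2 rose in both and 5 fell in both, where independent lists would share 3.5 and 0.63. Unchanged groups drawn around the mean of the same reference arrays shared 0 genes in each of 50 draws. Such draws cannot show sharing that comes from the reference.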

**Figure 3:**
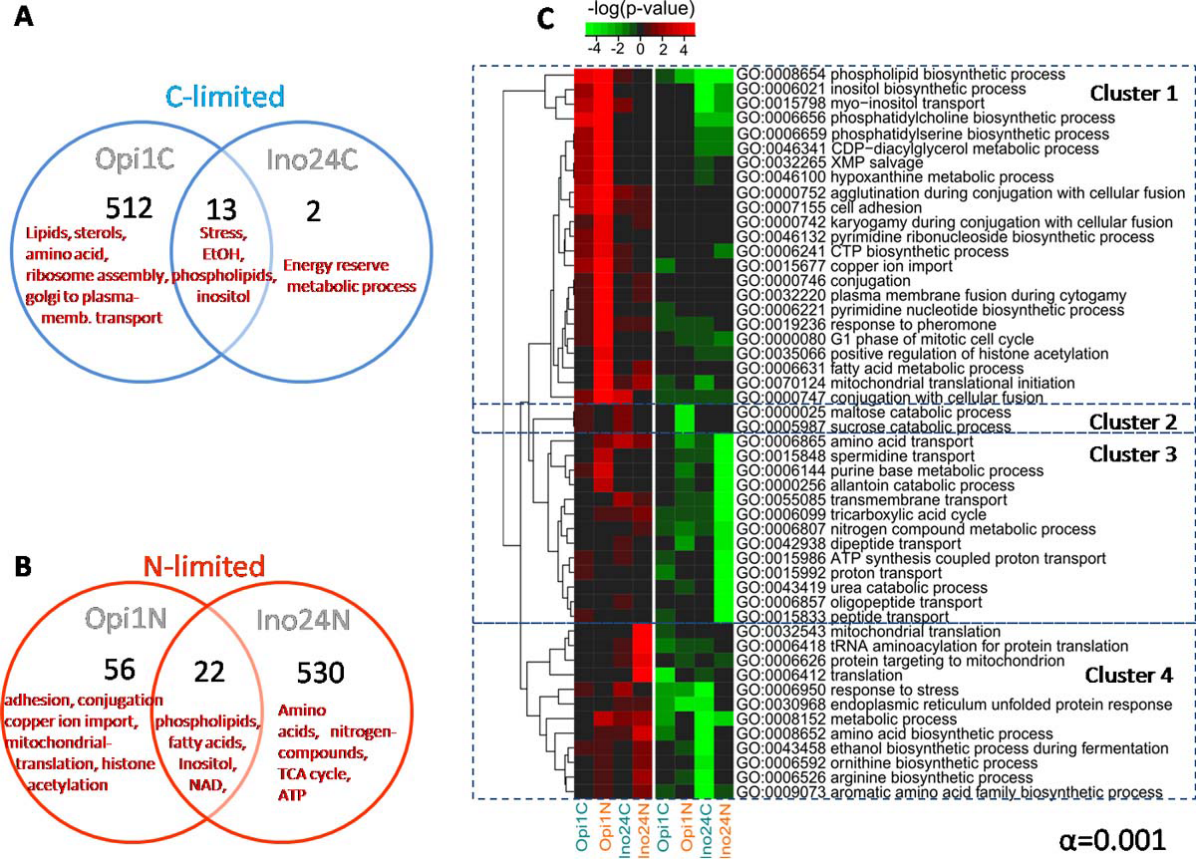
**Transcriptional data analysis of 3 different *INO*-level strain**. Venn's diagram of significant genes of mutant strains caused by different *INO*-level when focus on C-limitation (A) and N-limitation (B) separately, *p*-value < 0.001 were considered. (C) A heat map of overrepresented GO terms (Biological Process) of each factor comparison showing in the range of -4 to 4 of log(*p*-value). The green color indicates down-regulation and red indicates up-regulation compared to the reference strain.

From clustering of reporter GO terms (biological process at *P *< 0.001), 4 main clusters were identified (Figure 3C). 

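Genes of phospholipid synthesis and of mating rose when *OPI1* was deleted. Under N-limitation 10 of 20 phospholipid genes rose (12 when adjusted over the list alone), with *PSD1* up by 2.02 ± 0.21 and *CHO1* by 1.63 ± 0.11 (log2). Of 30 mating genes 18 rose (20 when adjusted over the list alone), such as *AGA1* by 2.92 ± 0.19 and *FIG2* by 2.86 ± 0.10. C-limited *opi1*Δ raised 8 phospholipid genes (10, with 1 lower, when adjusted over the list alone) and 7 mating genes (11 over the list alone). Tested itself, the difference between the limitations passed for 13 of 30 mating genes (17 higher and 1 lower over the list alone). Of 20 phospholipid genes it passed for 3 higher and 1 lower. The lists were not tested against each other. Few fatty acid genes moved: *ACC1* and *ELO2* rose and 1 fell of 18 in N-limited *opi1*Δ (4 and 1 over the list alone). In nucleotide synthesis *XPT1*, *URA10* and *URA8* rose there (3 of 32, the same over the list alone), while the C-limited strain had 3 higher and 4 lower (3 and 9). In *ino2*Δ*ino4*Δ, 9 phospholipid genes fell under N-limitation and 4 under C-limitation, with the same counts over the list alone. Mating genes gave 1 higher and 2 lower under N-limitation (1 and 2 over the list alone). camera gave an adjusted p = 3.9e-21 and 2.0e-44 for phospholipid and mating genes in N-limited *opi1*Δ, and both lists keep it with an estimated correlation (adjusted p = 5.6e-04 and 4.5e-05). For the C-limited strain it was 8.0e-08 and 2.1e-05 (adjusted p = 0.147 and 0.516 with an estimated correlation).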

Cluster 1 which is the largest group contains the genes involving the phospholipid biosynthesis, myo-inositol biosynthesis and transport, fatty acid metabolic process, cell conjugation, and ribonucleoside biosynthetic process which were highly up-regulated due to the deletion of *OPI1 *(high *INO*-level), especially at N-limited condition, but down-regulated at low *INO*-level at both C- and N-limitation. 

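Invertase and maltose genes, which glucose represses, were lower in the N-limited reference with its glucose excess. *SUC2* fell by 2.16 ± 0.42 (log2, adjusted p = 2.8e-04 from limma), the maltose permease gene *MAL11* fell by 1.68 ± 0.35 and the maltase gene *MAL32* fell by 1.29 ± 0.29. Of 9 genes measured on the list 3 fell and none rose, also when adjusted over the list alone, with a median of -0.50. The list as a whole did not pass (camera adjusted p = 0.0275; adjusted p = 0.515 with an estimated correlation).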

Cluster 2 contains genes involving maltose and sucrose catabolic process which were highly up-regulated due to the C-limitations. 

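Transporters that bring in poor nitrogen sources fell in N-limited *ino2*Δ*ino4*Δ. *OPT2*, which carries oligopeptides, read near the background level there, and the permease genes *DAL5*, *PUT4* and *GAP1* fell with log2 fold changes of -4.86 ± 0.24, -4.53 ± 0.32 and -3.87 ± 0.28. The peptide transporter gene *PTR2* fell by 3.59. Of 36 genes under nitrogen catabolite repression 23 fell and none rose (24 and 1 when adjusted over the list alone). The measured loss was larger than under C-limitation, with 17 genes passing for the difference itself (18 over the list alone). Over all genes, 14 of 100 splits of the same arrays reach the count for this difference. In the C-limited reference *OPT2*, *PTR2* and *DAL5* read 5.01, 5.78 and 6.69 (log2), below or not far above the background level, while *GAP1* read 8.59. Genes so near background cannot fall much there. For them the difference does not show a weaker effect of the double deletion under C-limitation. Among genes that move protons, 27 of 33 respiratory chain and ATP synthase genes fell (30 when adjusted over the list alone), with *ATP5* at -2.17 ± 0.39 and *COX5A* at -1.96 ± 0.24. The plasma membrane proton pump gene *PMA1* did not pass (-1.02 ± 0.64, adjusted p = 0.262); it is among the genes that are lower in the arrays of the shared deviation, by 2.63 in *ino2*Δ*ino4*Δ replicates 1 and 3. With these arrays left out, a choice made after the data were seen that leaves 1 double-mutant array, 28 respiratory genes fall. camera gave an adjusted p = 1.7e-22 and 2.5e-22 for the nitrogen and respiratory lists, and with an estimated correlation an adjusted p = 0.0158 and 0.0362, above 0.01.

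**Figure D4:**
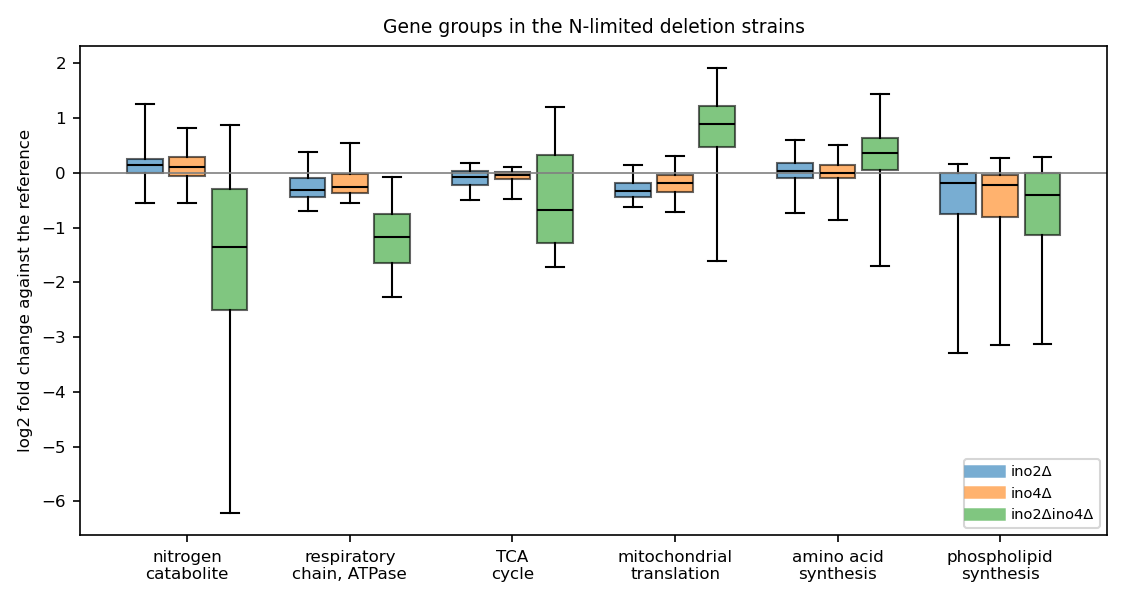
Log2 fold change against the N-limited reference (y axis) of the members of 6 gene lists (x axis) in N-limited *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ; boxes give the quartiles with the median and whiskers the lowest and highest member. Nitrogen catabolite genes have a median of -1.36 in *ino2*Δ*ino4*Δ and of 0.15 and 0.11 in *ino2*Δ and *ino4*Δ.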

Cluster 3 contains genes involving nitrogen compound metabolism, amino acid and peptide transport, and proton transport which were down-regulated in the double mutant at N-limited condition. 

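Mitochondrial ribosome genes rose in N-limited *ino2*Δ*ino4*Δ. *RSM19* and MRPL32 rose by 1.92 ± 0.20 and 1.85 ± 0.25 (log2), and 58 of 89 genes of mitochondrial translation rose while 2 fell (63 and 2 when adjusted over the list alone). Of 61 amino acid synthesis genes 18 rose and 3 fell (20 and 3 over the list alone). *LYS20*, for lysine, rose by 1.44 ± 0.26 and *ASN2*, for asparagine, by 1.23 ± 0.12, whereas the glutamate synthase gene *GLT1* fell by 1.70. Of 26 genes of the unfolded protein response 3 rose, the same number over the list alone: *ERO1* (1.35 ± 0.35), *LHS1* (0.87 ± 0.21) and *JEM1* (0.62 ± 0.16). camera gave an adjusted p = 1.7e-22 and 7.4e-05 for the first pair of lists (adjusted p = 0.354 and 0.72 with an estimated correlation) and 0.0894 for the unfolded protein response. With the arrays of the shared deviation left out, a choice made after the data were seen that leaves 1 double-mutant array, no unfolded protein response gene passes, and 45 genes of mitochondrial translation pass as higher.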

Cluster 4 contains genes involving amino acid biosynthesis, mitochondria biogenesis, and endoplasmic reticulum associated unfolded protein responses (ER-UPR) which were highly significant in the double mutant strain. These genes were up-regulated at low *INO*-level and N-limitations but down-regulated at C-limitation.

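The arginine genes *ARG4* and *ARG3* fell by 1.45 ± 0.22 and 0.74 (log2) in C-limited *ino2*Δ*ino4*Δ. They were the 2 of 61 amino acid synthesis genes that fell (7 when adjusted over the list alone), with a list median of -0.29. Unfolded protein response genes leaned upward there, with a median of 0.29, as did their N-limited median of 0.26. None of them passed in limma or in the methods' t-test, while 11 of 26 were higher and 0 lower at an unadjusted p below 0.05. Mitochondrial translation genes had a median of 0.04. camera gave an adjusted p = 4.3e-18 downward for amino acid synthesis and 1.3e-04 upward for the unfolded protein response (adjusted p = 0.179 and 0.258 with an estimated correlation). With the 4 arrays of mismatched INO levels left out, a choice made after the data were seen, 6 unfolded protein response genes rise and 10 amino acid synthesis genes fall. The N-limited effect exceeded the C-limited one, tested itself, for 19 amino acid synthesis genes and 24 genes of mitochondrial translation (23 and 38 over the list alone). Over all genes, 14 of 100 splits of the same arrays reach the count for this difference, so chance cannot be excluded for it.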

To identify specific transcriptional regulation of metabolism in response to deletion of *INO2 *and/or *INO4*, we performed transcriptome comparison of the three *INO *deficient mutants (defined as deficient factor in Figure 1C). For each strain we identified genes with significantly changed expression compared with the reference strain and then presented the results for the three strain as Venn diagrams for both C-limited (Figure 4A) and N-limited (Figure 4B) conditions. 

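A direct comparison of the arrays labelled *ino4*Δ with those labelled *ino2*Δ gave few genes. Under C-limitation the mitochondrial carnitine carrier gene *CRC1* (1.21 ± 0.21, log2), *YLR152C* (0.85 ± 0.15), the sterol esterase gene *TGL1* (0.63 ± 0.10) and *DIN7* (0.52 ± 0.09) were higher in *ino4*Δ, and *DIP2*, for a ribosomal RNA processing factor, was lower (-1.23 ± 0.22). These 5 were named after their values were seen. As a list, ribosome biogenesis genes leaned lower in C-limited *ino4*Δ than in *ino2*Δ, with a median of -0.79. At an unadjusted p below 0.05 in limma 123 of 142 were lower and 0 higher, while none passed the methods' t-test. Under N-limitation *YAR010C* and *INO4* itself (-1.96 ± 0.30) were the 2 that changed. The pattern against the reference was wider: 684 genes changed in C-limited *ino4*Δ alone and 3 in *ino2*Δ alone, while 41 changed in both, 38 lower and 3 higher in both. Independent lists would share 2.7 lower and 0.33 higher, and part of the excess may come from the shared reference arrays. Simulated unchanged groups shared 0 genes in each of 50 draws. They were drawn around the mean of those same arrays and so cannot show sharing that comes from the reference. The C-limited comparison moves with its arrays. It gives 849 genes without *ino4*Δ replicate 3, 52 without *ino2*Δ replicate 1 and 0 without any 1 of the 4 others, and 0 in the methods' t-test, while limma counts 1243 at an unadjusted p below 0.05.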

Even though it has been known that Ino2 and Ino4 form a heterodimeric transcription factor, we found some specific changes upon deletion of each of these genes (Figure 4A and 4C). Interestingly, *ino4*Δ has more significant genes due to the absent of *INO4 *compared with the two other mutants at C-limitation. 

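Among the genes that rose in C-limited *ino4*Δ were the citrate synthase gene *CIT2* (2.14 ± 0.32, log2), the carnitine carrier gene *CRC1* (1.70 ± 0.21) and the isocitrate dehydrogenase gene *IDH2* (1.36 ± 0.27). Among those that fell were *INO1* (-4.03 ± 0.18), the spore wall gene *SPS100* (-3.80 ± 0.49) and the stress genes *GRE1* (-3.26 ± 0.55) and *SSA3* (-2.93 ± 0.48). In all 729 genes changed in *ino4*Δ (362 higher, 367 lower), against 45 in *ino2*Δ (5 higher, 40 lower) and 31 in *ino2*Δ*ino4*Δ (4 higher, 27 lower). The 26 genes that changed in all 3 strains include the lipid genes *INO1*, *OPI3*, *CHO2*, *ITR1*, *FAS2* and *ACC1*, PAU genes and the arginine genes *ARG3* and *ARG4*. Of the 26, 25 were lower in all, and *STL1* was higher. The PAU genes also fell in C-limited *opi1*Δ against the same reference arrays, such as *PAU3* (-3.10 ± 0.24 at minimum CO2). Their fall is thus not particular to the INO deletions. Each count depends on single arrays, among them *ino4*Δ replicate 3 and *ino2*Δ*ino4*Δ replicate 1, whose INO levels do not match their label. In *ino4*Δ it is 1441 without replicate 3 and 132 without replicate 2, in *ino2*Δ 290 without replicate 1, and in *ino2*Δ*ino4*Δ 110 without replicate 1. With the 4 arrays of mismatched INO levels left out, a choice made after the data were seen, the counts are 1444, 23 and 241, of which *ino2*Δ then has 1 array, and with *ino2*Δ replicates 2 and 3, which are nearly identical, averaged after the data were seen *ino2*Δ gives 24. The methods' t-test gives 14, 2 and 4.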

At N-limitation, on the other hand, the effect is significantly higher when both *INO2 *and *INO4 *were deleted. 

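The glyoxylate gene *MLS1* fell by 4.06 and the pyruvate decarboxylase gene *PDC5* fell by 3.37 (log2) in N-limited *ino2*Δ*ino4*Δ, where 880 genes changed, 439 higher and 441 lower. In the single mutants the list was short, 33 genes in *ino2*Δ (5 higher, 28 lower) and 30 in *ino4*Δ (4 higher, 26 lower). All 3 strains share 16 of these genes, 13 of them lower in all. Besides *INO1*, *OPI3*, *CHO1*, *CHO2*, *CKI1* and *ITR1* they include the ethyl ester synthase gene *EEB1* (-3.60 ± 0.15, -3.47 ± 0.15 and -3.59 ± 0.15) and the nicotinamide riboside kinase gene *NRK1*. The glucose transporter gene *HXT5* rose in all (1.48 ± 0.23, 1.49 ± 0.23 and 1.28 ± 0.23). Genes that changed in the double mutant alone number 856. With only the groups of the comparison in the model the double mutant gives 142 genes, and the methods' t-test gives 18, 11 and 3 for *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ. The step from single to double deletion was not tested by itself.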

Interestingly, most of the genes involving nitrogen compounds metabolism and carbon utilization (Figure 4C, Cluster 1) were down-regulated due to the absence of *INO2 *and *INO4 *but up-regulated when only *INO2 *or *INO4 *were knocked out individually at N-limitation. Moreover, we found that the genes involving ribosome biogenesis and rRNA processing (in cluster 2 Figure 4C) are dramatically down-regulated when *INO4 *was knocked out especially at C-limited conditions. 

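Single deletions left the nitrogen catabolite genes near the N-limited reference. In *ino2*Δ their median was 0.15, and the urea transporter gene *DUR3* (0.82 ± 0.15, log2) was the 1 gene that rose (4 when adjusted over the list alone). In *ino4*Δ the median was 0.11 and *CHA1*, for serine breakdown, rose by 0.82 ± 0.09 (2 higher and 1 lower over the list alone). The double mutant's median was -1.36. At an unadjusted p below 0.05 in limma, 4 of 17 hexose transport genes were higher and 5 lower in *ino2*Δ*ino4*Δ. In *ino2*Δ 2 were higher and 4 lower, and in *ino4*Δ 2 and 1. Of 18 gluconeogenesis and glyoxylate genes 1 was higher and 4 lower in *ino2*Δ*ino4*Δ, with 0 and 2 in *ino2*Δ and 0 and 1 in *ino4*Δ. The hexose transporter gene *HXT7* fell by 1.77 in *ino2*Δ*ino4*Δ, whereas *INA1* rose in all 3 strains (1.09 ± 0.15 in *ino2*Δ, 0.90 ± 0.15 in *ino4*Δ and 2.34 ± 0.15 in *ino2*Δ*ino4*Δ). camera found the upward shift of the nitrogen catabolite genes in *ino2*Δ at an adjusted p = 7.9e-04 (adjusted p = 0.826 with an estimated correlation) and in *ino4*Δ at 0.0406 (adjusted p = 0.921 with an estimated correlation).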

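Genes that make and process ribosomal RNA fell in C-limited *ino4*Δ. *NSR1* fell by 2.57 ± 0.46 (log2, adjusted p = 4.6e-04 from limma), *MRT4* fell by 1.90 and the RNA helicase gene *DBP2* fell by 1.86. In total 77 of 142 ribosome biogenesis genes fell and none rose (110 when adjusted over the list alone). The list's median was -0.94, against -0.15 in *ino2*Δ and -0.19 in *ino2*Δ*ino4*Δ. Under N-limitation the median in *ino4*Δ was -0.07, and the difference between the limitations passed for 7 genes (27 over the list alone). Per array, the medians in the arrays labelled *ino4*Δ were -1.27, -1.28 and -0.30, the last in replicate 3, which lacks *INO2* signal too. With the 4 arrays of mismatched INO levels left out, a choice made after the data were seen, 117 genes fall. camera gave an adjusted p = 6.6e-39 (adjusted p = 0.319 with an estimated correlation).

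**Figure D5:**
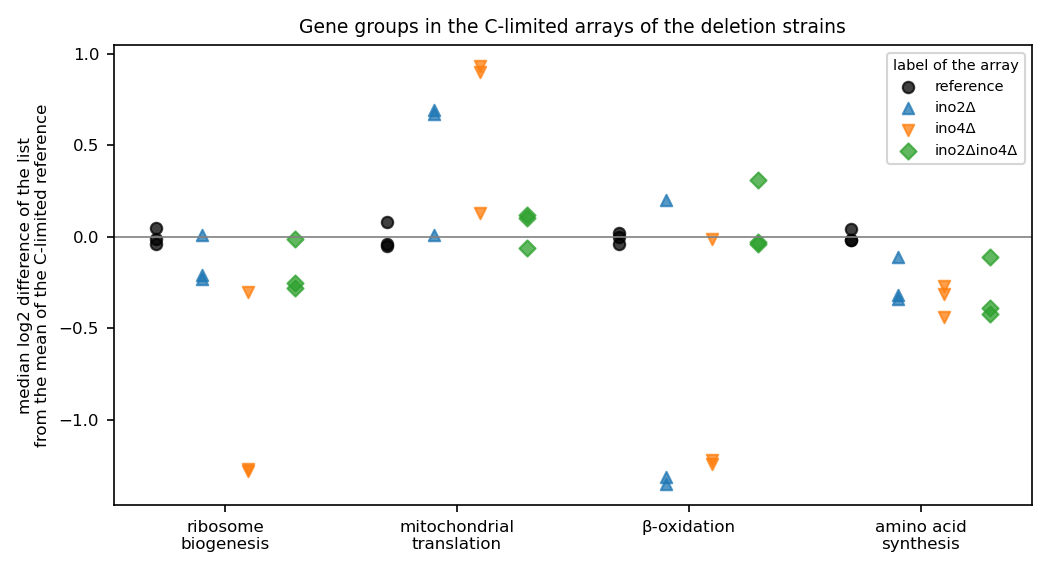
Median log2 difference from the mean of the C-limited reference (y axis) for 4 gene lists in each array labelled reference, *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ under C-limitation (x axis, points are single arrays). Ribosome biogenesis genes lie at -1.27, -1.28 and -0.30 in the 3 *ino4*Δ arrays.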

The evidence showed that Ino4 (probably together with other TFs) could possibly play role in ribosome biogenesis (which supports protein synthesis). 

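Mitochondrial translation genes rose in C-limited *ino4*Δ, where 30 of 89 passed and none fell (48 when adjusted over the list alone), such as MRPL38 (1.02 ± 0.20, log2) and *MHR1* (0.98 ± 0.24). In C-limited *ino2*Δ their median was 0.45. No gene of the list passed there in limma or in the methods' t-test, while 49 were higher at an unadjusted p below 0.05. Per array that median was 0.01, 0.69 and 0.67, so the shift lies in the arrays labelled *ino2*Δ replicates 2 and 3, which lack *INO4* signal too. C-limited *ino2*Δ*ino4*Δ, where replicates 2 and 3 lack *INO4* signal as well, showed no such shift. Its median was 0.04, with 0 higher and 0 lower at an unadjusted p below 0.05 in limma. Under N-limitation the medians were -0.34 in *ino2*Δ and -0.18 in *ino4*Δ. The effect of deleting *INO4* was lower under N- than C-limitation for 10 genes (40 over the list alone), tested itself. Genes for cytosolic ribosomal proteins did not follow: their median was 0.01 in N-limited *ino2*Δ*ino4*Δ, with none passing in limma or the methods' t-test and 2 higher and 7 lower of 128 at an unadjusted p below 0.05. Of the tRNA synthetase genes 2 of 20 rose there, also over the list alone. For the mitochondrial list camera gave an adjusted p = 6.3e-15 in *ino4*Δ and 9.5e-19 in *ino2*Δ under C-limitation (adjusted p = 0.362 and 0.325 with an estimated correlation).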

Surprisingly, most of the genes involving protein translation (Cluster 3 in Figure 4C, including mitochondria translation) were up-regulated in the double mutant at N-limited conditions while they were only up-regulated when either *INO2 *or *INO4 *were deleted at C-limitation. 

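*INO1*, *OPI3*, *CHO2* and *ITR1* fell in every deletion strain under both limitations. For *INO1*, which makes inositol, the log2 fold changes were -3.64, -3.70 and -4.03 in C-limited *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ, and -1.64, -1.89 and -1.84 under N-limitation. For *OPI3*, which serves the last methylation steps to PC, they ran from -2.51 to -2.22 under C- and from -3.28 to -3.12 under N-limitation. *CHO1* and *CKI1* passed under N-limitation alone, *CHO1* with -0.75 in *ino2*Δ*ino4*Δ and -1.03 in *ino4*Δ, while in *ino2*Δ it fell by 1.00. For the effect of deleting *INO4* the difference between the limitations passed for *CHO1* (-0.92 ± 0.15). Of 20 phospholipid genes 4, 4 and 5 fell in C-limited *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ (4, 5 and 6 when adjusted over the list alone), and 9, 6 and 6 under N-limitation (9, 7 and 6). Of 18 fatty acid genes 2, 4 and 4 fell under C-limitation (4, 5 and 6), and 8 in N-limited *ino2*Δ*ino4*Δ (9). In N-limited *ino2*Δ and *ino4*Δ no fatty acid gene passed in limma or the methods' t-test, with 4 and 4 lower at an unadjusted p below 0.05. For phospholipid genes camera gave an adjusted p from 6.1e-11 in N-limited *ino4*Δ to 0.00627 in C-limited *ino4*Δ, and with an estimated correlation an adjusted p from 0.0369 to 0.389. The C-limited medians stay near 0 (-0.05 in *ino2*Δ*ino4*Δ), since a few genes carry the fall.

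**Figure D6:**
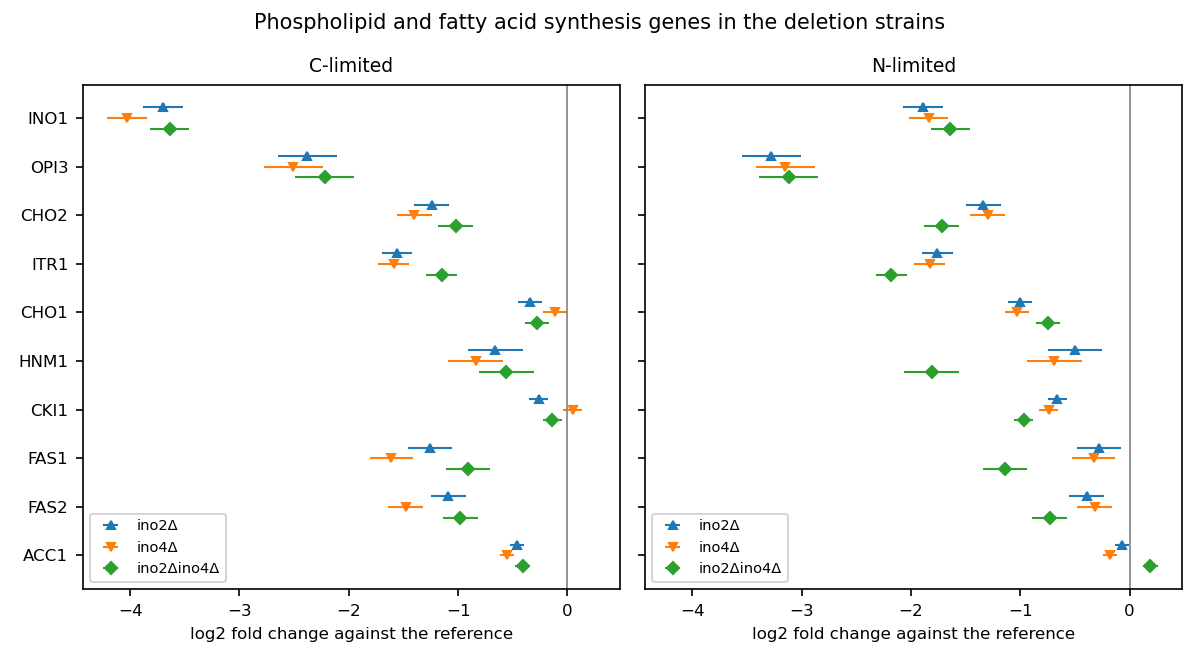
Log2 fold change against the reference of the same limitation (x axis) of 10 lipid genes (y axis) in *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ under C-limitation (left) and N-limitation (right); points are limma estimates from 3 arrays per group and bars their standard errors. *INO1* lies at -3.64, -3.70 and -4.03 under C-limitation in *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ.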

Consistently, the genes involving phospholipid, inositol, and fatty acids (UAS_INO_-contained genes in cluster 6, Figure 4C) were down regulated in all three strains at both C-limited and N-limited conditions. However, they were 2 other clusters that also captured down-regulated genes in all three *INO*-deleted strains, but different for the two nutrient limitations. 

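Of 33 respiratory genes 27 fell in N-limited *ino2*Δ*ino4*Δ (30 when adjusted over the list alone), with an adjusted p = 2.5e-22 from camera (adjusted p = 0.0362 with an estimated correlation). The log2 fold changes of *KGD2*, *SDH2* and *SDH4* were -1.38, -1.73 and -1.55, with 7 of 18 TCA cycle genes lower and 1 higher (9 and 2 when adjusted over the list alone). In the single mutants the respiratory list shifted less, with medians of -0.30 in *ino2*Δ and -0.26 in *ino4*Δ against -1.17 in *ino2*Δ*ino4*Δ. The fatty acid activation gene *FAA1* fell by 1.61 in *ino2*Δ*ino4*Δ. The β-oxidation genes had medians of -0.10, -0.22 and -0.09 in *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ; none passed in limma, and 2, 0 and 1 were lower at an unadjusted p below 0.05, with 1 in *ino2*Δ passing the methods' t-test. Under C-limitation their medians were 0.10, -0.79 and -0.81 in the same order. *NRK1*, which feeds NAD, fell in *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ (-1.46 ± 0.14, -1.33 ± 0.14 and -0.60 ± 0.14), and *BNA3* fell by 1.15 in *ino2*Δ*ino4*Δ. *ALR2*, for a magnesium transporter, fell in all 3 (-1.17 ± 0.12, -1.21 ± 0.12 and -1.41 ± 0.12). For the respiratory genes of the single mutants camera gave an adjusted p = 1.6e-06 in *ino2*Δ and 4.3e-05 in *ino4*Δ (adjusted p = 0.826 and 0.841 with an estimated correlation). The TCA cycle list as a whole did not pass in *ino2*Δ*ino4*Δ (camera adjusted p = 0.0183; adjusted p = 0.772 with an estimated correlation).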

The first group listed in cluster 4 (involving fatty acids biosynthesis and β-oxidation, TCA cycle, ATP, NAD, magnesium ion, and proton transport) were mainly down-regulated at N-limited condition. Cluster 5, on the other hand, contains genes involving ER-UPR and stress response, ethanol and amino acids biosynthesis that were mainly down-regulated only at C-limitation.

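The stress genes *HSP30* and *CTT1* fell (log2 fold change -2.22 and -1.59) in C-limited *ino4*Δ, where 12 of 32 stress genes fell and 1 rose (12 and 2 when adjusted over the list alone). In *ino2*Δ and *ino2*Δ*ino4*Δ the medians were -0.19 and -0.13; no gene passed there in limma or the methods' t-test, with 6 and 6 lower at an unadjusted p below 0.05. *ADH5*, for an alcohol dehydrogenase, fell in all 3 strains (-0.86 ± 0.09 in *ino2*Δ*ino4*Δ, -0.79 ± 0.09 in *ino2*Δ and -0.64 ± 0.09 in *ino4*Δ), and in *ino4*Δ 6 of 13 ethanol genes fell, also over the list alone, with *ALD5* at -1.37 ± 0.24. Of 61 amino acid synthesis genes 2, 2 and 19 fell in *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ (7, 8 and 23 over the list alone), while the list medians lay close together at -0.29, -0.26 and -0.35. *ARG4* stood at -1.14 ± 0.22 in *ino2*Δ and -1.59 ± 0.22 in *ino4*Δ. Of 26 genes of the unfolded protein response 4 rose in *ino4*Δ, the same over the list alone, such as *MPD1* (0.82 ± 0.15), *HRD1* (0.60 ± 0.11) and *DER1* (0.58 ± 0.12). None fell in limma or the methods' t-test, with 0 lower at an unadjusted p below 0.05. Their median was 0.16, and the list as a whole did not pass (camera adjusted p = 0.0293; adjusted p = 0.463 with an estimated correlation). For *ino4*Δ camera gave an adjusted p = 1.1e-04 for stress, 1.3e-04 for ethanol and 4.0e-09 for amino acid synthesis (adjusted p = 0.319, 0.115 and 0.319 with an estimated correlation).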

**Figure 4:**
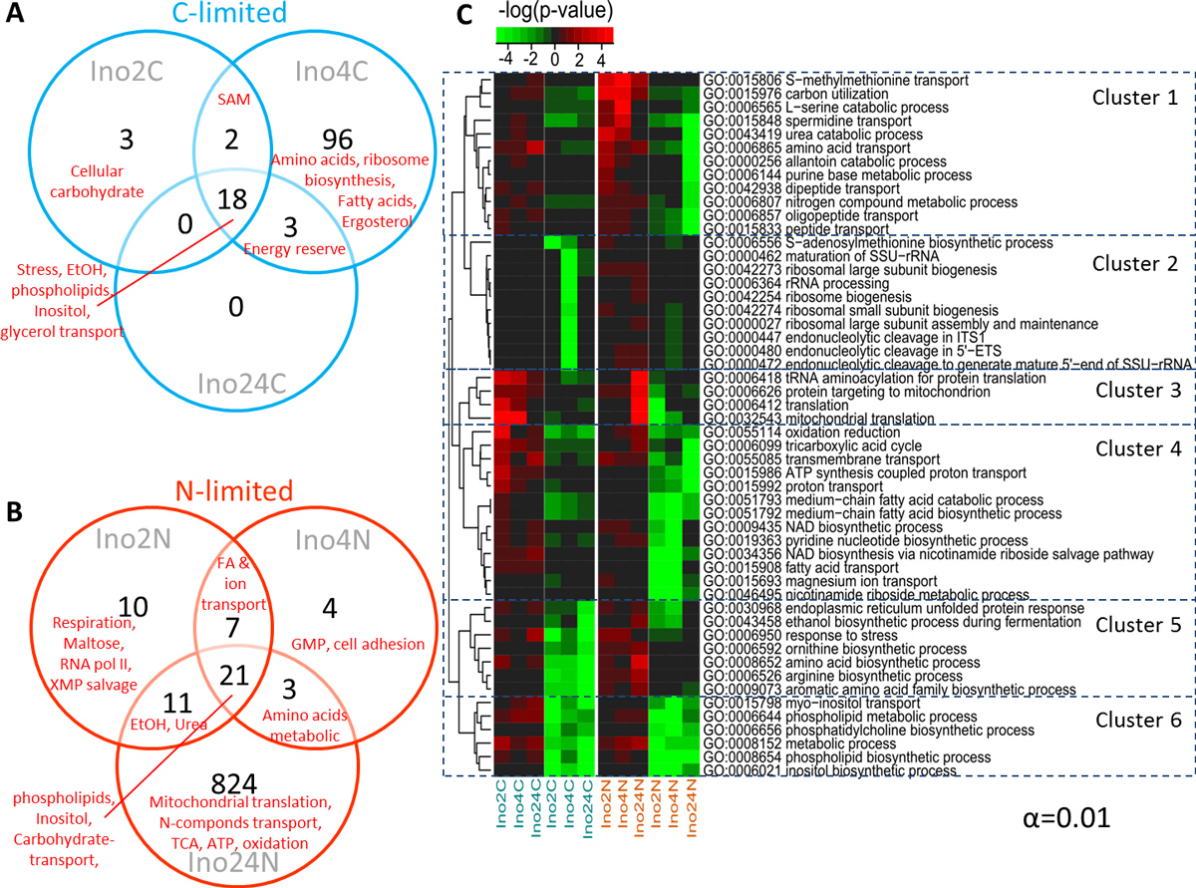
**Transcriptional data analysis of 3 different *INO*-deficient strain**. Transcriptional data analysis; Venn's diagram of significant genes of mutant strains caused by different deficient factors (single and double deletions) when focus on C-limitation (A) and N-limitation (B) separately, *p*-value < 0.01 were considered. (C) A heat map of overrepresented GO terms (Biological Process) of each factor comparison showing in range of -4 to 4 of log(*p*-value). The green color indicates down-regulation and red indicates up-regulation compared to the reference strain.

### Effects of *INO*-level on fatty acid biosynthesis

With UASINO sites in their promoters, the expressions of fatty acid synthase genes such as *ACC1*, *FAS1*, and *FAS2 *are subject to control by the Ino2/Ino4 and Opi1 transcription factors [26,52,53]. At low *INO*-level strain, the fatty acid synthase genes (*FAS1 *and *FAS2*) were down-regulated at both C-limited and N-limited condition (Fig. S8 in additional file 1). However, single deletion of each *INO *gene seems to have effect only at C-limitation when *FAS1*, *FAS2*, and also *ACC1 *were down-regulated (Fig. S8 in additional file 1). In contrast, the high *INO*-level strains especially at N-limited condition showed an increase in *FAS2 *expression and none of the fatty acid synthase genes were down-regulated. This enhanced the ability to produce more FA needed for phospholipid biosynthesis. 

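*FAS1* and *FAS2* encode the β and α subunits of fatty acid synthase. In C-limited *ino2*Δ*ino4*Δ *FAS2* fell by 0.98 ± 0.16 (log2, adjusted p = 5.9e-04 from limma), while *FAS1*, at -0.91 ± 0.20, did not pass (adjusted p = 0.0147). Under N-limitation *FAS1* fell by 1.14 ± 0.20 (adjusted p = 8.7e-05) and *FAS2* fell by 0.73 ± 0.16 (adjusted p = 0.00101). *ACC1*, for the enzyme that makes malonyl-CoA, fell by 0.41 under C-limitation and changed by 0.19 ± 0.07 under N-limitation (adjusted p = 0.0362); this difference passed when tested itself (0.60 ± 0.09, adjusted p = 5.4e-05). The C-limited *FAS1* call depends on doubted arrays. With the 4 arrays of mismatched INO levels left out *FAS1* passes under C-limitation (-1.03, adjusted p = 8.27e-05 from limma). With the arrays of the shared deviation left out, which leaves 1 double-mutant array, *FAS1* stands at -0.84 under N-limitation. Both settings were chosen after the data were seen.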

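All 3 synthase genes fell in both C-limited single mutants. The log2 fold changes in *ino2*Δ and *ino4*Δ were -1.26 ± 0.20 and -1.61 ± 0.20 for *FAS1* (adjusted p = 2.9e-04 and 4.9e-06 from limma), -1.09 ± 0.16 and -1.48 ± 0.16 for *FAS2* (adjusted p = 1.0e-04 and 6.7e-07), and -0.46 ± 0.07 and -0.55 ± 0.07 for *ACC1* (adjusted p = 9.2e-05 and 3.4e-06). Under N-limitation *FAS1* changed by -0.28 ± 0.20 and -0.33 ± 0.20 (adjusted p = 0.566 and 0.467) and *FAS2* by -0.39 ± 0.16 and -0.32 ± 0.16 (adjusted p = 0.299 and 0.407), and *ACC1* by -0.07 ± 0.07 and -0.18 ± 0.07; none passed. Tested itself, the difference between the limitations passed in *ino4*Δ for *FAS1* (1.27 ± 0.28) and *FAS2* (1.16 ± 0.22), and not in *ino2*Δ (adjusted p = 0.0662 and 0.0977). Leaving out the 4 arrays of mismatched INO levels, a choice made after the data were seen, keeps 1 C-limited array labelled *ino2*Δ, so the spread comes from the other groups. The log2 fold changes of *FAS1*, *FAS2* and *ACC1* there are -0.72, -0.90 and -0.43 and do not pass (adjusted p = 0.154, 0.0433 and 0.0406).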

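*ACC1* was the gene of this step that rose in both *opi1*Δ cultures, by 0.39 ± 0.07 under N- and 0.53 ± 0.07 under C-limitation (log2, adjusted p = 3.4e-04 and 4.6e-06 from limma). *FAS2* was higher by 0.57 ± 0.16 under N-limitation and 0.33 ± 0.16 under C-limitation, neither of which passed (adjusted p = 0.0377 and 0.123). *FAS1* changed by 0.25 ± 0.20 and 0.26 ± 0.20 (adjusted p = 0.557 and 0.338). The difference of the *FAS2* effect between the limitations did not pass (0.24 ± 0.22, adjusted p = 0.45). In C-limited *opi1*Δ replicate 2 alone, with the arrays of the shared deviation left out after the data were seen, *FAS2* stands 0.74 higher (adjusted p = 0.000997).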

From the reporter metabolite heatmap (Fig. S2 in additional file 1), the FA pools and also fatty acyl-ACP were increasing for high *INO*-level strains especially at N-limited condition. All the low *INO*-level strains showed a dramatic decrease in FA and fatty acyl-ACP pools as reporter metabolites. However, it seems like the effects of lacking *INO *genes have higher effect at C-limited than at N-limited conditions (Fig. S2 in additional file 1). 

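*OAF1* and *PIP2* encode the factors that switch on fatty acid oxidation genes in the presence of oleate. Their own transcripts did not pass in either high INO-level culture: *OAF1* changed by -0.08 ± 0.07 in C-limited *opi1*Δ and -0.09 ± 0.07 in N-limited *opi1*Δ (log2, adjusted p = 0.46 and 0.57 from limma), and *PIP2* by 0.05 ± 0.28 and 0.00 ± 0.28 (adjusted p = 0.9 and 1). In *ino2*Δ*ino4*Δ *OAF1* changed by 0.14 ± 0.07 under C- and -0.04 ± 0.07 under N-limitation, and *PIP2* by 0.23 ± 0.28 and -0.54 ± 0.28, with an adjusted p of 0.477, 0.758, 0.863 and 0.165. The β-oxidation genes they control had medians of 0.07 and 0.13 in C- and N-limited *opi1*Δ; none passed in limma or the methods' t-test, and 1 was lower and 1 higher at an unadjusted p below 0.05. In C-limited *ino4*Δ, 3 of 19 fell and 1 rose (6 and 1 when adjusted over the list alone), with *POX1* at -2.20 ± 0.58 and *FOX2* at -2.16 ± 0.52. For *ino2*Δ and *ino4*Δ under C-limitation camera gave an adjusted p = 5.1e-06 and 2.8e-04 (adjusted p = 0.327 and 0.475 with an estimated correlation). In *ino2*Δ the list's median was 0.20, -1.31 and -1.35 per array.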

The transcription factors involving beta-oxidation, *OAF1 *and *PIP2*, were found as reporter TF which were highly up-regulated at high *INO*-level but down-regulated at low *INO*-level (Fig. S3 in additional file 1). Moreover, we found a significant increase in the free fatty acid (FA) pool of all the mutants compared to the reference strain (Figure 5). However, the low *INO*-level strains showed slightly higher amount of accumulated FAs due to the lower fluxes towards PLs. From the plots of correlation between each fatty acid chain and their elongase enzyme coding genes (Fig. S7 in additional file 1), we found a correlation between C18 fatty acid products (stearic and oleic acid) and the expression value of *ELO1 *to be about 0.65 while the correlation between C20 fatty acids and *ELO2*-*ELO3 *transcription were found in a negative direction (about -0.42 and -0.27, respectively). Presumably, C20 fatty acid might have a regulatory mechanism by repression their own elongase genes.

**Figure 5:**
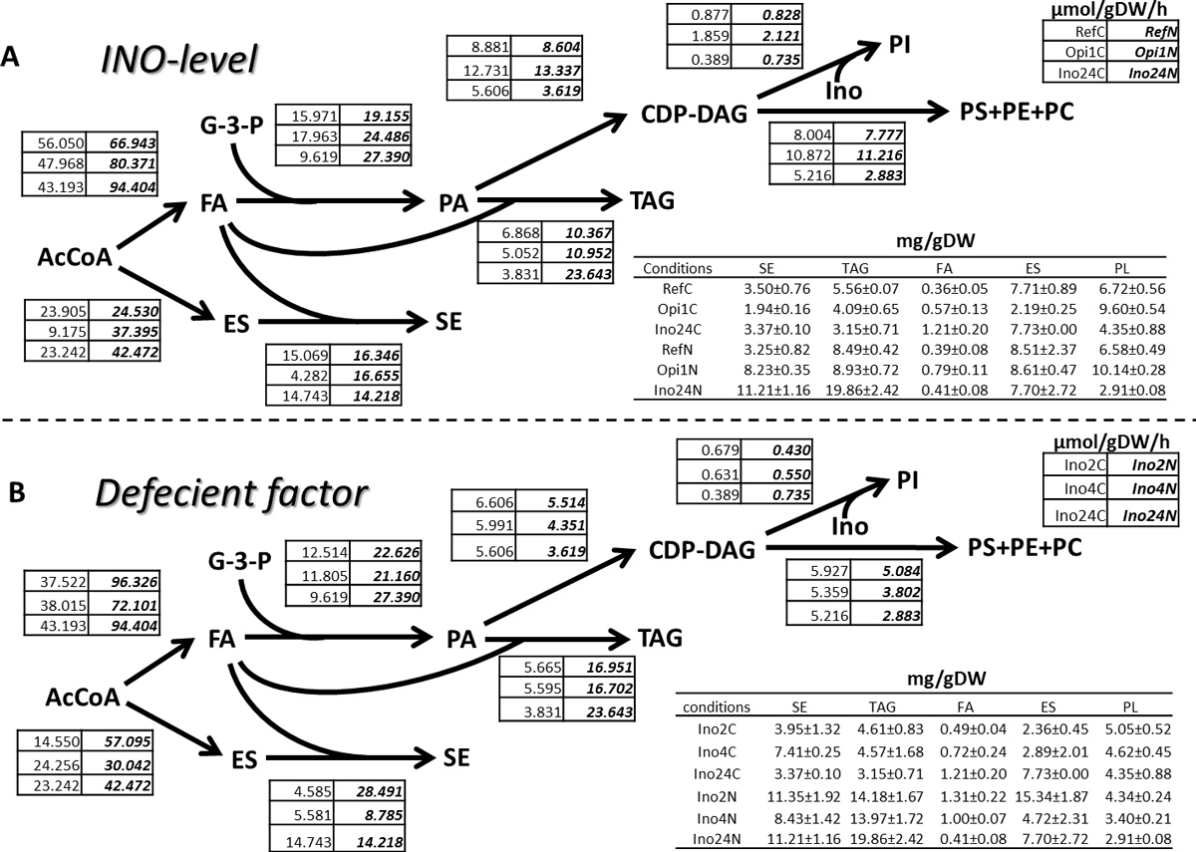
**Fluxes through the different reactions of the lipid biosynthetic pathways**. Fluxes through the different reactions of the lipid biosynthetic pathways for diferrent *INO*-levels (A) and diferrent deficient factors (B). All fluxes are shown in units of μmol/gDW/h. The normal font (left) and bold font (right) indicate the value from C-limitation and in N-limitation respectively. The level, in units of mg/gDW (±SD), of the different lipid species are shown in the table. (C = C-limited, N = N-limited).

### Effects of *INO*-level on phospholipids biosynthesis and accumulation

As mentioned above the whole set of UAS_INO_-contained genes were extremely up-regulated at high *INO*-level (Fig. S8 in additional file 1). However, to get a clearer picture about the carbon channeling in lipid metabolism at the metabolite level, the fluxes in lipid biosynthesis (in units of μmol/gDW/h) were calculated from the measured lipid profiles at all conditions (Figure 5) and this provides a clear picture of the changes in the flux distribution in response to the different factors evaluated. These fluxes were affected by many factors at several levels, such as gene transcription, protein phosphorylation, and enzyme activity. 

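Several phospholipid genes with inositol-sensitive promoters rose in *opi1*Δ. *INO1* rose by 2.05 ± 0.18 at minimum and 1.96 ± 0.18 at maximum CO2 under C-limitation (log2), less than under N-limitation, by a difference that passed when tested itself (2.65 ± 0.25, adjusted p = 5.9e-08 from limma). *CHO1*, for PS synthesis, rose by 1.54 ± 0.11 and 1.30 ± 0.11 under C-limitation, and *OPI3* by 1.12 ± 0.27, 1.06 ± 0.27 and, under N-limitation, 1.53 ± 0.27. *CHO2*, for the first methylation to PC, rose under C-limitation (1.00 ± 0.16 at minimum CO2) and not under N-limitation (0.13 ± 0.16, adjusted p = 0.717). *PSD1* and *CDS1* rose by 1.96 ± 0.21 and 1.39 ± 0.23 at maximum CO2. Of 20 phospholipid genes 16 rose at maximum CO2 and none fell, the same as when adjusted over the list alone; camera gave an adjusted p = 3.0e-07 (adjusted p = 0.106 with an estimated correlation).

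**Figure D7:**
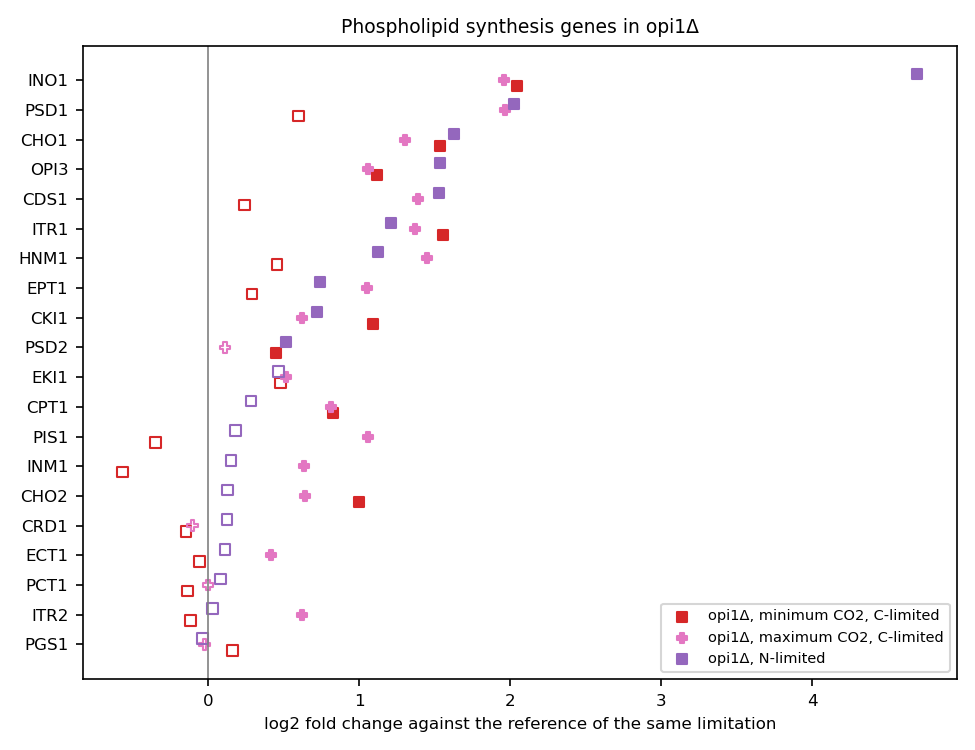
Log2 fold change (x axis) of 20 phospholipid genes (y axis) in *opi1*Δ against the reference of the same limitation, with a separate symbol for minimum CO2, maximum CO2 and N-limitation; symbols are limma estimates from 3 arrays per group, filled where the adjusted p is below 0.01. *INO1* lies at 2.05, 1.96 and 4.69.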

At high *INO*-level, the fluxes through CDP-DAG and phospholipids synthesis pathway were higher than the reference about 45-55% at C-limitation and N-limitation, respectively. Moreover, the expression of the genes coding for myo-inositol transporter (*ITR1*) and choline transporter (*HNM1*) were highly up-regulated in *opi1*Δ. This supported the synthesis of PI and also enhanced the Kennedy pathway to produce more PC using choline and DAG as precursors and it was consistent with the highly up-regulation of the genes coding for Kenedy's pathway enzymes such as *CPT1 *and *CKI1 *(Fig. S8 in additional file 1). On the other hand, the *ITR1 *were constantly down-regulated in all low *INO*-level strains either double or single deletion in both limitation conditions. 

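*ITR1*, the main inositol transporter gene, rose by 1.55 ± 0.14 (log2) in C-limited *opi1*Δ at minimum CO2, by 1.37 ± 0.14 at maximum CO2 and by 1.21 ± 0.14 under N-limitation (adjusted p = 9.8e-09, 1.3e-08 and 6.3e-07 from limma). *HNM1*, for the choline permease, rose by 1.45 ± 0.25 at maximum CO2 and by 1.12 ± 0.25 under N-limitation (adjusted p = 4.4e-05 and 0.00592). At minimum CO2 *HNM1* stood 0.46 ± 0.25 higher, which did not pass (adjusted p = 0.18). In replicate 2 of that culture alone, with the arrays of the shared deviation left out after the data were seen, it is 1.01 higher (adjusted p = 1.12e-05).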

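*CKI1*, for choline kinase, rose in each *opi1*Δ group, by 1.09 ± 0.09 at minimum and 0.62 ± 0.09 at maximum CO2 and by 0.72 ± 0.09 under N-limitation (log2, adjusted p = 1.9e-09, 2.8e-06 and 1.9e-06 from limma). *CPT1*, for the enzyme that joins CDP-choline to DAG, rose by 0.83 ± 0.07 and 0.81 ± 0.07 under C-limitation. Under N-limitation *CPT1* was higher by 0.29 ± 0.07, which did not pass (adjusted p = 0.0209), and the difference between the limitations did (-0.55 ± 0.10, adjusted p = 0.00138). Its relative *EPT1* rose under N-limitation by 0.74 ± 0.08. From these rises the paper reasons that inositol and choline uptake fed PI synthesis and the Kennedy pathway.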

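Under C-limitation the log2 fold change of *ITR1* was -1.15 ± 0.14 in *ino2*Δ*ino4*Δ, -1.56 ± 0.14 in *ino2*Δ and -1.59 ± 0.14 in *ino4*Δ (adjusted p = 5.2e-06, 1.6e-08 and 9.6e-09 from limma). Under N-limitation it was -2.18 ± 0.14, -1.76 ± 0.14 and -1.83 ± 0.14 (adjusted p = 3.8e-12, 2.4e-09 and 1.0e-09). The fall in the double mutant was deeper under N- than C-limitation, tested itself (-1.03 ± 0.19, adjusted p = 4.7e-04). *HNM1* fell in N-limited *ino2*Δ*ino4*Δ (-1.81 ± 0.25), while its C-limited changes of -0.56 ± 0.25, -0.66 ± 0.25 and -0.84 ± 0.25 in the same order of strains did not pass.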

The low *INO*-level strain showed about 40-60% decreasing fluxes through the CDP-DAG pathway which caused a dramatically decrease in the phospholipid pool especially at N-limitation. The metabolite reporter heat map showed a large increase of PL pools in the high *INO*-level strain. In contrast, we found a dramatically decreasing of PLs in low *INO*-level compared to the reference strain.

Focusing on the deficient effects, double deletion of *INO *genes (especially at N-limitation) can cause more effect to the dramatically reduction of phospholipids than the effect of single deletions (Figure 5). About a 70% decrease in PLs can be found when both *INO *genes were deleted, but there were only 50% or 60% decreasing in PLs when *INO2 *or *INO4 *were deleted respectively. Even though this double deletion effects did not make much changes in the PLs pool at C-limitation, it still caused about 50% lower level of PI when compare to the single deletion strains. From the heatmap of reporter metabolites (Fig. S4 in additional file 1), S-adenosyl-L-methyonine or SAM (the only donor of PE methylation reaction) was strongly decreased in all low *INO*-level strains and this lead to a decrease of PLs (especially PC) since it is required for production of PC by Cho2 and Opi3.

### Effects of *INO*-level on storage lipids biosynthesis and accumulation

The production rate and accumulation of PC can cause ER stress and UPR activation which lead to the up-regulation of TAG and ES biosynthesis [54]. At N-limitation, the low *INO*-level strain (double mutant) could produce and accumulate TAG and SE about 1.2 folds more when compared to the high *INO*-level strain (*opi1*Δ) and about 1.5 folds when compare to the reference strain (Figure 5). 

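*LPP1* encodes a lipid phosphate phosphatase that can turn phosphatidate into DAG, the precursor of TAG. In C-limited *opi1*Δ at minimum CO2 it fell by 0.51 ± 0.13 (log2, adjusted p = 0.00941 from limma). In N-limited *opi1*Δ it changed by -0.37 ± 0.13 (adjusted p = 0.13) and at maximum CO2 by -0.25 ± 0.13 (adjusted p = 0.128), neither of which passed. In the deletion strains *LPP1* rose in C-limited *ino4*Δ (0.77 ± 0.13, adjusted p = 2.9e-04), and the other values ranged from 0.04 to 0.36 without passing. *DPP1*, for a second such phosphatase, fell by 1.43 in N-limited *ino2*Δ*ino4*Δ.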

Presumably, the down-regulation of *LPP1 *at both C- and N-limitation for the high *INO*-level strain led to a decrease in TAG biosynthesis and accumulation compared to the reference strain and other mutants (Fig. S8 in additional file 1). Consistently, almost the whole set of the ES genes (the green group in Fig. S8) were down-regulated compared to the reference and this was associated with a dramatically decreasing levels of ES and SE. This correlation between transcription of ES genes and ES level was also supported by the up-regulation of several ES genes in all low *INO*-level strains especially at N-limited condition (Fig. S8 in additional file 1). 

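*ERG3*, *ERG4* and *ERG26*, for late steps to ergosterol, fell with log2 fold changes of -2.43 ± 0.35, -1.56 ± 0.20 and -1.32 ± 0.23 in C-limited *opi1*Δ at minimum CO2. Of 25 ergosterol genes 8 fell and 1 rose (9 and 1 when adjusted over the list alone). At maximum CO2 11 fell and 1 rose, also over the list alone, with *HMG1*, *ERG5* and *ERG6* at -1.45 ± 0.22, -1.42 ± 0.22 and -1.33 ± 0.27. At an unadjusted p below 0.05 in limma 15 were lower and 1 higher in each phase. Under N-limitation the list's median was 0.06: none passed in limma or the methods' t-test, and 2 were higher and 0 lower at an unadjusted p below 0.05. The difference between the limitations passed for 5 genes (9 over the list alone). camera gave an adjusted p = 2.1e-05 at minimum CO2 (adjusted p = 0.867 with an estimated correlation).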

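*ERG4* rose in N-limited *ino2*Δ*ino4*Δ by 0.92 ± 0.20 (log2, adjusted p = 0.00138 from limma), while *ERG1*, for squalene epoxidase, and *ERG5* fell (-1.25 ± 0.34 and -0.94 ± 0.22, adjusted p = 0.00678 and 0.00249). Over 25 genes 1 rose and 2 fell, also when adjusted over the list alone, with a median of -0.29. In the N-limited single mutants the medians leaned up, 0.18 in *ino2*Δ and 0.16 in *ino4*Δ. No gene passed there in limma or the methods' t-test, and 1 and 5 were higher at an unadjusted p below 0.05, with 1 lower in each. C-limited genes went down: 11 fell in *ino4*Δ (11 over the list alone), with *ERG1* at -1.89 ± 0.34, and *ERG5* and *ERG25* fell in *ino2*Δ (2; 6 over the list alone). camera gave an adjusted p = 0.00469 upward in N-limited *ino2*Δ and 2.5e-07 downward in C-limited *ino4*Δ (adjusted p = 0.826 and 0.319 with an estimated correlation).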

Interestingly, the double deletion strain showed a greater effect in increasing TAG only at N-limitation. This evidence was supported by the up-regulation of the *ARE1 *gene in the double deletion strain (Fig. S8 in additional file 1) which codes for the enzyme for the first step of SE biosynthesis. 

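*ARE1*, for a sterol acyltransferase, rose in N-limited *ino2*Δ*ino4*Δ by 0.47 ± 0.12 (log2, adjusted p = 0.00431 from limma) and stayed level in *ino2*Δ and *ino4*Δ (0.01 ± 0.12 and 0.01 ± 0.12). Under C-limitation it changed by -0.11 ± 0.12 in *ino2*Δ*ino4*Δ (adjusted p = 0.825) and in *ino4*Δ it fell by 0.52 ± 0.12 (adjusted p = 0.00284). Storage lipid genes as a group were mixed in N-limited *ino2*Δ*ino4*Δ, with 2 higher and 2 lower of 20 (2 and 2 when adjusted over the list alone). With the arrays of the shared deviation left out, a choice made after the data were seen that leaves 1 double-mutant array, *ARE1* is 0.52 higher.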

At C-limited condition, on the other hand, *ino2*Δ *ino4*Δ has a larger effect on decreasing the TAG level compared with the single deletion strains. Moreover, the fluxes through ES of the *ino2*Δ strain was about 80% lower when compare to *INO4 *deletion and double deletion at C-limited condition.

### Ino4 might have an extra function, beside the regulator of phospholipid biosynthesis, response to nitrogen starvation and amino acids starvations

It is possible that Ino4, but not Ino2, plays a role as a regulator for amino acid metabolism. It may not be Ino4 alone since Ino4, unlike Ino2, does not have a trans-activating domain (TAD) which is recognized for the RNA polymerase II complex [33,55,56]. In *ino4*Δ, the genes involving ribosome biogenesis and assembly were extremely down regulated especially at C-limited conditions and this was exactly the responsive process for amino acids (and of cause nitrogen) starvation. 

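Amino acid starvation usually raises amino acid synthesis genes through Gcn4 while ribosome production falls. In C-limited *ino4*Δ the arginine genes *ARG1* and *ARG8* fell (log2 fold change -1.41 and -1.27), within the same arrays as the fall in ribosome biogenesis genes. The *GCN4* transcript changed by -0.45 ± 0.23 (adjusted p = 0.166 from limma), which does not show the activity of Gcn4. Genes for the ribosomal proteins themselves changed little, with 3 of 128 lower (2 when adjusted over the list alone). The broad amino acid permease gene *DIP5* rose by 1.12 ± 0.28. Of 25 autophagy genes 1 rose and 1 fell (1 and 0 over the list alone). In N-limited *ino4*Δ no ribosome biogenesis gene passed in limma or the methods' t-test, and 1 of 142 was lower at an unadjusted p below 0.05. From the fall in ribosome biogenesis genes the paper reasons that the strain responds as a cell starved of amino acids does.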

There are indications that the induction of Ino4-regulated lipid biosynthesis genes may be connected to the immediate need of membrane material used for the autophagocytosis process [57]. This process is utilized by yeast in order to regulate the equilibrium between proteins and the diminishing set of amino acids due to starvation conditions [58]. From the reporter metabolite heatmap (Fig. S4 in additional file 1), most of the amino acids were found to be greatly down-regulated (especially at N-limitation) in all low *INO*-level strains which pointed an amino acid starvation response.

To identify the extra function of Ino4 on protein biosynthesis, we also performed the Pearson correlation analysis of *INO4 *to all other genes based on the normalized expression values from transcriptome data of all strains and all conditions. Using the cut off at 0.50 absolute correlation value, about 470 genes were selected as the high correlated genes of *INO4 *(91 genes were positively correlated and 380 genes were negatively correlated). 

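*ITR1*, *CHO2*, *FAS2*, *OPI3* and *ARG4* stood at the positive end of the genes that followed *INO4*, and *BDS1*, *LPP1*, *IMA1*, *SCO1* and *PPM1* at the negative end. Over the log2 values of all 33 arrays, 345 of 5448 other genes reached an absolute Pearson correlation of 0.50, 87 positive and 258 negative. That number is low for this data set, in which the median gene reaches 1229 partners and 7.2% of genes reach fewer than *INO4*. Over the 15 arrays of strains that carry *INO2* and *INO4* the balance turns, with 1044 genes positive and 598 negative, and *BDS1* stands at 0.18. The 1642 partners of *INO4* in these arrays compare with 2011 for the median gene. The signs of *FAS2* (-0.12) and *IMA1* (0.33) there rest on the 2 arrays farthest from the median (0.47 and -0.11 without them). Over the 11 group means the count is 566. Within C-limited arrays 1510 genes reach it and within N-limited arrays 1167, where fewer arrays raise it by chance for every gene (median gene 1742 and 2531).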

The overrepresentation of gene ontology categories (biological process) were identified and analyzed using BiNGO, a Cytoscape plugin [59]. From the *INO4 *positively correlated genes listed in table S2 in additional file 1 it confirmed the main function of Ino4 (together with Ino2 as listed in table S4 in additional file 1) as a positive regulators of lipid biosynthesis and inositol-choline transport involved genes as it has been reported before by many researchers. However, the list of *INO4 *negatively correlated genes in table S3 (please see additional file 1) showed the new findings that Ino4 is actually play an extra role as the negative regulator of the translation process, protein biosynthesis and assembly, and also involves in mitochondrial translation. 

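Many mitochondrial translation genes ran against *INO4*: 34 of 89 reached a correlation of -0.50 or lower over the 33 arrays, with a list median of -0.47. For the unfolded protein response it was 7 of 26. Cytosolic translation did not take that side, since ribosomal protein genes had a median of 0.23 and ribosome biogenesis genes one of 0.31, with 2 positive and none negative. With *INO2*, none of the 89 mitochondrial translation genes reached the limit and their median was -0.23. On the positive side, 11 of 20 phospholipid genes reached 0.50 with *INO4*, with a median of 0.61. From the negative list the paper concludes that Ino4 also acts as a negative regulator of translation.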

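*GDE1*, *KRE5*, *LAM6*, *ERG10* and *DIT1* stood at the negative end of the genes that followed *INO2*, and *INO1*, *ITR1*, *HTD2*, *OPI3* and *MOT2* at the positive end. Over all 33 arrays 153 genes were negative and 82 positive at an absolute correlation of 0.50, and 4.6% of genes reach fewer. Over the 15 arrays of strains that carry *INO2* and *INO4*, *KRE5* (-0.28) and *ERG10* (-0.35) no longer reach that limit, and *GDE1* (-0.77) and *INO1* (0.93) do. Among protein breakdown genes, 1 of 34 proteasome and 2 of 25 autophagy genes were negative, against 153 of 5448 over all other genes. The paper's categories of protein transport and proteolysis are wider than these lists. Mating genes gave 2 of 30, on the positive side.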

Ino2, on the other hand, had about 200 negatively correlated genes that passed through the cut off at 0.50 absolute Pearson correlation value. This particular group contains many interesting genes involving protein transport, protein catabolic process, and proteolysis which might also responds for amino acid starvation as summarized in table S5 (please see in additional file 1).

### Linkage among sulfur-phospholipids, protein synthesis, and ER-UPR pathway

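*GCN4*, the activator of amino acid synthesis in starved cells, did not pass in N-limited *ino2*Δ*ino4*Δ (-0.58 ± 0.23, log2, adjusted p = 0.0697 from limma), nor did *TOR1* (-0.48 ± 0.14, adjusted p = 0.0117). These are transcript levels, which do not show the activity of Gcn4 or Tor1. *SER3*, for serine synthesis, rose by 1.03 ± 0.18 and the glutamine permease gene *GNP1* by 1.99 ± 0.26. The tRNA synthetase gene *ILS1* rose by 1.17 ± 0.17. Ribosome biogenesis genes, which starvation lowers, had a median of 0.26, with 1 of 142 higher and none lower (none in either direction when adjusted over the list alone). Autophagy genes gave 1 higher and 4 lower of 25 (1 and 4 over the list alone).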

The double deletion of *INO2 *and *INO4 *at N-limitation showed some effects from amino acid starvation. UPR genes were also down-regulated when the synthesis level of amino acids was decreasing (less missed fold proteins). It also has been known that decreasing PC levels leads to the accumulation of saturated PC molecular species in the ER membrane which causes ER stress, UPR activation and these evidences lead to the up-regulation of FA, TAG, and sterol biosynthesis in the end [54]. Therefore, in the low *INO*-level strain, the *KAR2 *gene which is a responsive gene for ER-UPR was up-regulated especially at N-limitation. 

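*ERO1*, *LHS1* and *JEM1*, whose products fold proteins in the ER, were the unfolded protein response genes that passed in N-limited *ino2*Δ*ino4*Δ, all upward. No gene of the list fell in limma or in the methods' t-test, and 1 of 26 was lower at an unadjusted p below 0.05, against 9 that were higher. The list's median was 0.26, and with an estimated correlation camera gave an adjusted p = 0.772. In N-limited *ino2*Δ and *ino4*Δ the medians were -0.06 and -0.03.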

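*KAR2* encodes the main chaperone of the ER lumen. In N-limited *ino2*Δ*ino4*Δ it stood 0.86 ± 0.29 (log2) higher, which did not pass (adjusted p = 0.0313 from limma), and in C-limited *ino2*Δ*ino4*Δ 0.59 ± 0.29 higher (adjusted p = 0.418). The difference between the limitations did not pass either (adjusted p = 0.728). In the single mutants it changed by 0.25 ± 0.29 in C-limited *ino2*Δ and -0.28 ± 0.29 in C-limited *ino4*Δ, and by 0.19 ± 0.29 and 0.04 ± 0.29 under N-limitation, none of which passed. With the 4 arrays of mismatched INO levels left out, a choice made after the data were seen, *KAR2* is 0.94 higher in C-limited *ino2*Δ*ino4*Δ (adjusted p = 0.00011). The paper reasons that low PC stresses the ER membrane and so raises *KAR2*.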

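In C-limited *opi1*Δ *KAR2* changed by -0.32 ± 0.29 (log2) at minimum CO2, which did not pass (adjusted p = 0.44 from limma), and fell by 1.13 ± 0.29 at maximum CO2 (adjusted p = 0.00285). In N-limited *opi1*Δ it changed by 0.17 ± 0.29 (adjusted p = 0.817). Other unfolded protein response genes showed no common fall, with medians of -0.07 at minimum CO2 and -0.05 under N-limitation. No gene passed in either culture in limma or the methods' t-test, with 5 and 1 lower of 26 at an unadjusted p below 0.05. At maximum CO2 1 rose and 1 fell (1 and 1 when adjusted over the list alone).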

The high *INO*-level on the other hand, showed a large decrease in expression of *KAR2 *especially at C-limited condition. These evidences show that there is a linkage which plays a role in regulating the homeostasis among amino acids biosynthesis, phospholipids biosynthesis, and the ER-UPR pathway. As it has been reported before most of the genes coding for enzymes involved in cysteine-methionine biosynthesis, i.e. *MET2, MET8, MET14, MET16, SAH1, SAH2*, contain ICRE or UASINO sequences in their upstream regions [53], and these genes were up-regulated at high *INO*-level while *OPI1 *(the repressor) was disturbed. Consequently, we found down-regulation of *MET6 *and *SAH1 *and especially *SAH2 *in all low *INO*-level mutants, especially at C-limited condition. This leads to reduced synthesis and accumulation of storage lipids at C-limited condition compared to their references (Figure 6). This pointed out that amino acid synthesis genes might be controlled by the regulation of Snf1 kinase (via Gln3 or Gdh3) which is always activated at low glucose (C-limited) condition and consistent with our previous study [40]. 

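*SAH1*, for the hydrolase of S-adenosylhomocysteine, rose by 0.84 ± 0.16 (log2) in N-limited *opi1*Δ and by 0.91 ± 0.16 at maximum CO2 under C-limitation (adjusted p = 0.00138 and 6.9e-05 from limma), and stood at 0.04 ± 0.16 at minimum CO2 (adjusted p = 0.883). *MET8*, for sirohaem synthesis, rose by 0.87 ± 0.17 at maximum CO2. At minimum CO2 *MET2*, *MET8* and *MET16* stood at -0.40, -0.51 and -0.12 and *MET14* was lower by 1.00, none of which passed at 0.01 (adjusted p = 0.0875, 0.0381, 0.52 and 0.0172). In N-limited *opi1*Δ they stood at 0.05, 0.19, -0.11 and 0.05, with an adjusted p from 0.606 to 0.901. Of 16 sulfate assimilation and methionine genes the median was -0.39 at minimum CO2, 0.38 at maximum CO2 and 0.06 under N-limitation. *SAH2* matches no gene symbol in the table used here. In replicate 2 at minimum CO2 alone, with the arrays of the shared deviation left out after the data were seen, *MET8* stands at -0.95 (adjusted p = 2.85e-06) and *MET14* at -1.27 (adjusted p = 2.79e-07).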

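*MET6*, for methionine synthase, and *SAH1* were lower in every C-limited deletion strain. *MET6* changed by -0.58 ± 0.23, -0.58 ± 0.23 and -0.67 ± 0.23 (log2) in *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ (adjusted p = 0.274, 0.23 and 0.0371 from limma), and *SAH1* by -0.51 ± 0.16, -0.61 ± 0.16 and -0.75 ± 0.16; only *SAH1* in *ino4*Δ passed (adjusted p = 0.127, 0.0488 and 0.00192). Under N-limitation *MET6* changed by -0.76 ± 0.23, -0.10 ± 0.23 and -0.26 ± 0.23, and *SAH1* by -0.55 ± 0.16, -0.55 ± 0.16 and -0.77 ± 0.16, in the same order; none passed, with an adjusted p of 0.0179 for *MET6* in *ino2*Δ*ino4*Δ and 0.0117 for *SAH1* in *ino4*Δ. Differences between the limitations did not pass for either gene in any strain. The cystathionine gene *STR3* fell by 1.75 in C-limited *ino4*Δ, and *SAM2*, for AdoMet synthesis, fell by 2.27 in N-limited *ino2*Δ*ino4*Δ. With the arrays of the shared deviation left out after the data were seen, *SAH1* falls in N-limited *ino2*Δ and *ino4*Δ (-0.63 and -0.85, adjusted p = 0.000237 and 3.55e-06 from limma). In N-limited *ino2*Δ*ino4*Δ, which then has 1 array, *SAH1* stands at -0.47.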

Consistently, *MET6 *and *SAH1 *were up-regulated at high *INO*-level at N-limitations where Snf1 is consistently repressed by excess glucose in the culture media, and this leads to the slightly higher biosynthesis of TAG and hence TAG accumulation (Figure 6). 

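In N-limited *opi1*Δ *MET6* stood 0.50 ± 0.23 (log2) higher and did not pass (adjusted p = 0.296 from limma), beside the rise of *SAH1*. Under C-limitation *MET6* fell by 1.04 ± 0.23 at minimum CO2 (adjusted p = 0.00383), and the difference between the limitations passed (1.54 ± 0.33, adjusted p = 0.00362). *SAM1*, for AdoMet synthesis, also fell at minimum CO2 (-1.75 ± 0.40). The *SNF1* transcript changed by 0.20 ± 0.22 in N-limited and -0.45 ± 0.22 in C-limited *opi1*Δ (adjusted p = 0.702 and 0.141), which does not show the activity of the kinase. *GDH3* fell by 0.63 under C-limitation. The paper proposes that Snf1, active at low glucose, sets these amino acid genes and through them TAG.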

Based on our findings and some supporting knowledge from the previous study [40], the overall regulation systems linking amino acids-protein synthesis, lipid metabolism and ER-UPR is summarised in Figure 7 which has kinase proteins and several transcription factors involved.

**Figure 6:**
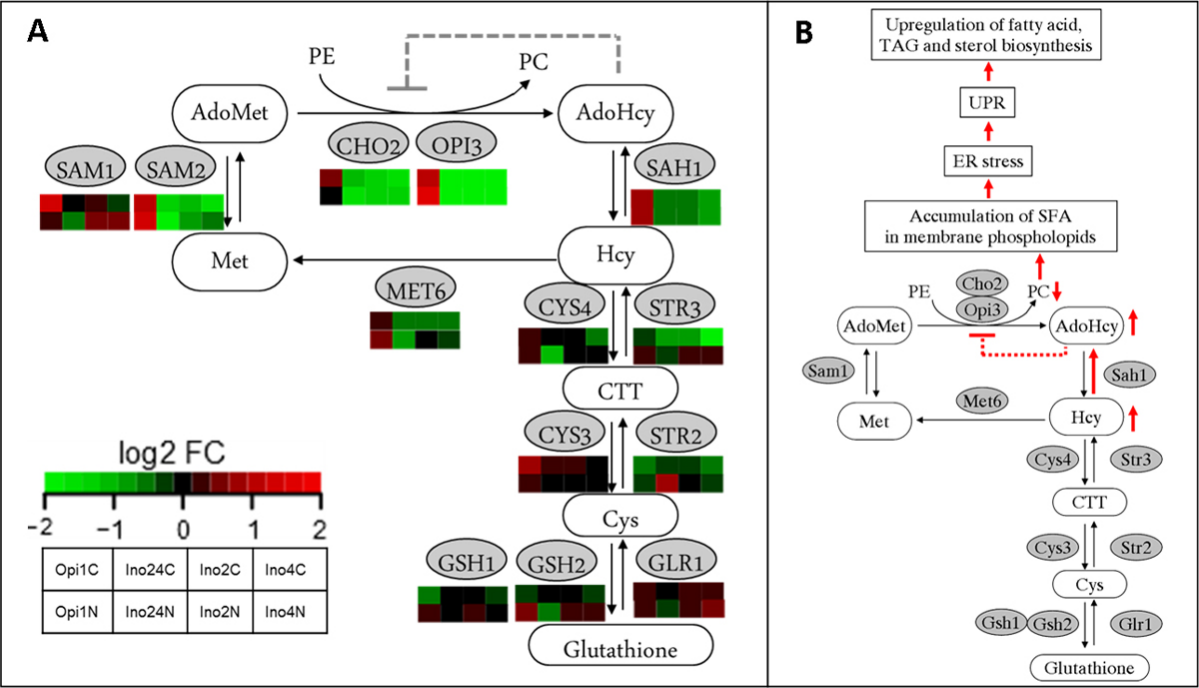
**The coupled-reaction of methylations of phosphoethanolamine from *S*-adenosyl-*L*-methionine (AdoMet) by Cho2 and Opi3 enzymes**. A comparison of expression level (log2 fold change) of each genes coding for sulfur-phospholipids coupled metabolism (A). The effects of low *INO*-level on ER stress and UPR inducing the up-regulation of FA and storage lipids (B).

**Figure 7:**
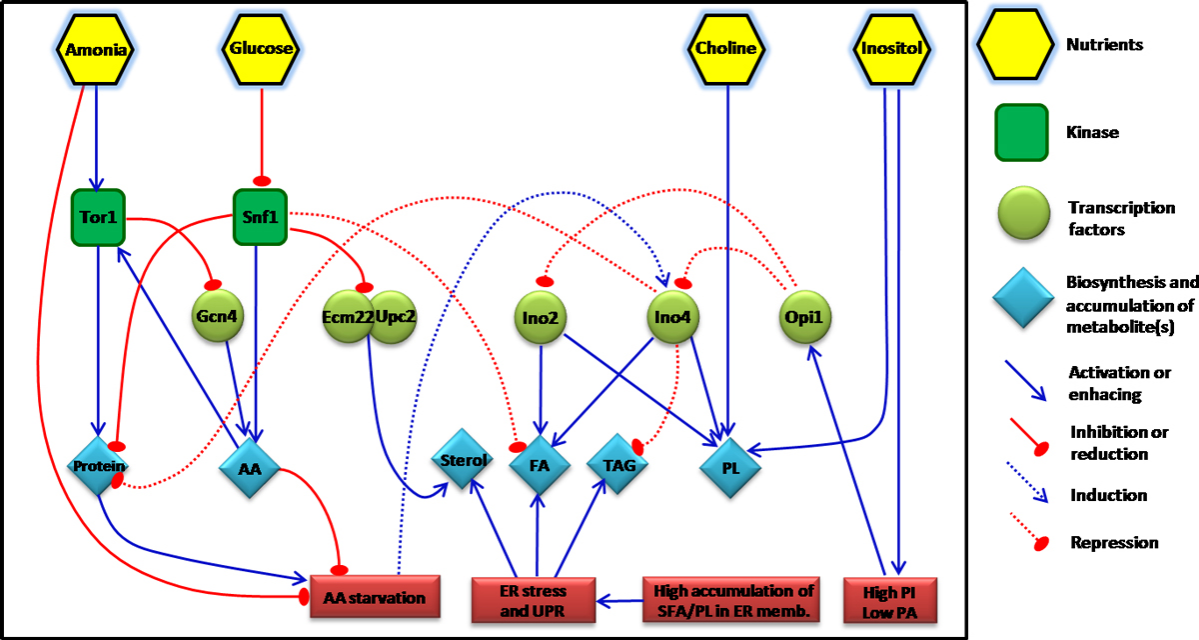
**Summary of the multilevel regulation network among amino acids biosynthesis, lipid metabolism, and ER-UPR**. The figure illustrate the regulatory model of yeast metabolism involving protein and lipid metabolism showing all the effects from nutrients-responsive mechanism to the kinase, gene expression, and metabolite level.

## Conclusions

Through integrated analysis of transcriptome and lipidome derived from robust experimental setup, it was possible to obtain a large-scale dataset that could be used to systematically identify correlations and associations between the different components. We were able to see the effect on expression of the genes involved in lipid biosynthesis and metabolic fluxes through lipid biosynthesis pathway. We found that there is an effect of Ino4, but not by Ino2, on the ribosome biogenesis and assembly which involves an amino acid starvation response. It points to an interesting link between lipid metabolism and the amino acid starvation response and we also found an effect of phospholipids on ER-UPR activation. Moreover, we found a close linkage among *INO *genes, amino acid genes, and probably Snf1 kinase in controlling lipid biosynthesis and accumulation. Following our analysis by genome-wide strategy and analysis of generated complex data by integrated analysis approach enable us to explore correlations and association of changes in a concerted fashion.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PC conducted all the experiments, analyzed the data and prepared the manuscript. IN assisted with the data analysis for transcriptome and lipid analysis. JN edited and approved manuscript.

## Supplementary Material

Additional file 1 Supplementary Information to "Integrated analysis of the transcriptome-lipidome reveals the effects of *INO*-level (*INO2 *and *INO4*) on lipid metabolism in yeast" Click here for file

## Declarations

Part of this work was financed by Chalmers Foundation, the Knut and Alice Wallenberg Foundation and the Swedish Research Council (Vetenskapsrådet). We also acknowledge funding from the EU-funded project UNICELLSYS.

This article has been published as part of *BMC Systems Biology *Volume 7 Supplement 2, 2013: Twelfth International Conference on Bioinformatics (InCoB2013): Bioinformatics. The full contents of the supplement are available online at http://www.biomedcentral.com/bmcsystbiol/supplements/7/S3.

How the deposited data were processed for this re-analysis (not part of the article)

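Gene expression was measured on 33 Affymetrix Yeast Genome 2.0 arrays, 3 replicates for each of 11 groups of chemostat samples: the reference, *opi1*Δ, *ino2*Δ, *ino4*Δ and *ino2*Δ*ino4*Δ strains under C-limitation (18 arrays, with *opi1*Δ at maximum and at minimum CO2 production as separate groups) and under N-limitation (15 arrays). Both CO2 phases are time points of the oscillating *opi1*Δ cultures, and the fit did not pair them. The medium held 75 µM inositol and 1 mM choline, the dilution rate was 0.1 per h and samples were taken after 50 h of steady state. The authors normalised all arrays together with PLIER (version not known here) and deposited 1 value per probe set. The deposited values are on a log2 scale, from 4.70 to 13.48, and were used as they are; where a signal intensity is given, it is 2 to the power of the deposited log2 value. The array medians run from 7.14 to 7.44 and were not shifted further in the main analysis. The CEL images and the additional file with the authors' gene tables were not used here.

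The table holds 10928 probe sets. A probe table lists 7245 of them, 7244 with 1 gene symbol and 1 with several; 3683 are not listed and were left out. Symbols were paired with the S. cerevisiae gene table by name, and 12 older symbols were updated through their gene identifier. In this way 5498 probe sets were paired with exactly 1 gene. The 1746 that pair with genes outside that table (the array also carries probe sets of Schizosaccharomyces pombe) were left out of the tests and served as background: their 95th percentile, at 5.47 on the log2 scale (5.39 to 5.53 per array), is the background level. For 47 genes with more than 1 probe set the one with the highest mean over all arrays was used, which leaves 5449 genes. For 288 of them the mean lies below the background level. Such genes stayed in the tests. Where the mean of 1 of the groups compared lies at or below the background level, the size of a change is a lower bound. With 3 arrays per group the precision of a value rests on the number of arrays.

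All 33 arrays were fitted in 1 linear model with a coefficient per group (limma 3.58.1 in R 4.3.3, lmFit and eBayes; 22 residual degrees of freedom per gene and 2.95 prior degrees of freedom), and p-values were adjusted by the method of Benjamini and Hochberg over the 5449 genes of each comparison. The threshold is an adjusted p below 0.01, that of the methods, and also 0.001 for the comparisons of Fig. 3, as its legend states. Each mutant was compared with the reference of the same limitation, the N-limited with the C-limited reference, both CO2 phases of *opi1*Δ with each other and *ino4*Δ with *ino2*Δ; the difference of each deletion's effect between the limitations was tested as N-limited minus C-limited effect. The Student t-test that the methods name was run beside it. Single values of *INO2* and *INO4* were compared by exact permutation of 3 arrays against 3, which cannot give a p below 0.1. Shared genes were counted from the calls, with the number expected of independent lists as a yardstick. Beside it stand 50 draws of simulated unchanged groups. They were drawn around the mean of the same reference arrays, so they cannot show sharing that comes from those arrays.

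A set of 34 gene lists, fixed before the values were seen, was tested with camera of limma at a preset inter-gene correlation of 0.01 and with an estimated one. For each list the members that pass were counted, once with the adjustment over all genes and once with an adjustment over the list alone. Correlations of *INO2* and *INO4* with every other gene over the 33 arrays are Pearson coefficients of log2 values, counted from an absolute value of 0.5 as in the paper. Principal components were computed from centred log2 values. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

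The genes named in the text follow a rule set in advance: every gene that the paper names in its text or in Figs. 2, 6 and 7 and that has a value on the array; per comparison the 10 largest rises and the 10 largest falls among the genes that pass and whose groups do not overlap; and per list and comparison up to 4 members with the largest change among those that pass, with deleted genes given apart. Values in the paper's figures had been seen when the rule was written. Genes outside it are marked as chosen after their values were seen.

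The alternatives set before the data were examined were arrays centred on their median, quantile normalisation, a constant of 16 added before taking logs, leaving out genes below background, a model of only the groups of the comparison, the methods' t-test, limma with trend and robust settings, averaging the probe sets of a gene, the replicate number as a block, leaving out each array in turn and other thresholds; for the correlations they were the linear scale, leaving out the maximum-CO2 arrays, the 11 group means, genes above background alone and Spearman coefficients; and for the lists the estimated correlation. Added after the values were seen were leaving out 4 arrays whose INO levels go against their labels, leaving out 5 arrays that share a deviation, averaging near-identical arrays (*ino2*Δ replicates 2 and 3 under C-limitation, 1 and 2 under N-limitation), taking both CO2 phases as 1 group, and counting the genes of the Venn diagrams by unadjusted p-values. All samples were grouped by their labels, also where the values cast doubt on a label. The comparison was tested on simulated data: with 200 changed of 5449 genes, 3 arrays against 3, limma recovered 41.8% of changes of 0.5, 85.1% of 1 and 97% of 2 on the log2 scale with 1 false call, and the t-test 0%, 11.9% and 48.5%. The simulated arrays varied independently, with the same spread in every group. The real arrays have uneven replicates and a shared deviation, so the 1 false call does not give the error rate of the real comparisons.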

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

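The tests of mislabelling, of *INO4* transcription that needs Ino2, of RNA length, of the oscillation, of α cells and of the shared deviation as a source of the mating genes were chosen after the result was seen, as were the lists counted from 5 members, the genes outside the paper's topics and the settings that leave out doubted arrays.

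The levels of *INO2* and *INO4* in 4 C-limited arrays go against their labels: *INO4* reads 99.9 (signal intensity) in the array labelled *ino2*Δ*ino4*Δ replicate 1, *INO2* 36.5 in that labelled *ino4*Δ replicate 3, and *INO4* 33.8 and 33.3 in those labelled *ino2*Δ replicates 2 and 3. A loss of signal on the arrays is argued against by the genes at the level of *INO4*, of which 0.05% (1 of 1820) lay as far below the reference, and *INO4* transcription that needs Ino2 by *INO4* above background in 4 of the 6 arrays labelled as lacking *INO2* alone, although under C-limitation this is 1 of 3. Mislabelled or exchanged samples stay open: over all other genes, 2 of 2 arrays labelled *ino4*Δ replicate 3 and *ino2*Δ*ino4*Δ replicate 1 lie nearer to another label (root mean square log2 difference 0.11 from *ino2*Δ*ino4*Δ replicate 3 and 0.12 from *ino2*Δ replicate 1) than to their own (0.52 and 0.27), and 2 of 2 arrays labelled *ino2*Δ replicates 2 and 3 lie nearer to *ino4*Δ replicate 3 (0.29 and 0.29) than to *ino2*Δ replicate 1 (0.40). By the INO levels an exchange of *ino4*Δ replicate 3 lacks a partner, because no array of another label shows *INO2* with *INO4* absent, while *ino2*Δ*ino4*Δ replicate 1, which reads as *ino2*Δ, has one in *ino2*Δ replicates 2 and 3, which read as *ino2*Δ*ino4*Δ; a wrong label by itself needs none. The paper's Table 2 gives C-limited *ino2*Δ*ino4*Δ a lower biomass yield than *ino2*Δ, with SDs over 3 cultures far below the difference, which bears on the cultures but not on samples taken from them. The labels of these arrays may thus be wrong, and the paper does not report a doubt about them.

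A deviation is shared by C-limited *opi1*Δ at minimum CO2 replicates 1 and 3, the N-limited reference replicate 1 and N-limited *ino2*Δ*ino4*Δ replicates 1 and 3: over 4894 genes their departures from the other arrays of the group correlate with a Spearman rho of 0.84 between the N-limited groups and of 0.65 and 0.60 between *opi1*Δ and each of these, with 96 genes lower by at least 1 (log2) in all and 1 higher, among them *HAC1* (-2.99, -3.25 and -3.23 in the order of the groups given). Another split of the N-limited reference and *ino2*Δ*ino4*Δ arrays, with these 3 on one side, calls 1680 genes against 880 for the real split (934 against 510 at 0.001), which points to a structure of the samples. Scaling is argued against by a rho of 0.84 after quantile normalisation, a loss of long RNAs by a rho of -0.13 with coding length, and the phase of the oscillation by a rho of 0.05 between the deviation of the N-limited reference and the difference between the phases of *opi1*Δ; the same rho is 0.59 for the C-limited *opi1*Δ arrays, which share an array with that difference, so it decides nothing there. Labelling or hybridisation cannot be told apart from changes in the cells, since the 1746 other probe sets, most of which lie near background, correlate at 0.13, between the limits set for it. The 5 arrays come from 3 strains and both limitations, and apart from the oscillation no biological explanation was tested.

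*MF(ALPHA)1*, the α-factor gene that MAT**a** cells hold silent and the paper does not discuss, was higher in each *opi1*Δ group, by 1.70 at minimum CO2, 3.59 at maximum CO2 and 4.39 under N-limitation (log2), beside 7, 21 and 18 of 30 mating genes. α cells in the culture are argued against by a median of -0.01 for *STE3*, MF(ALPHA)2, *SAG1* and HMLALPHA1 in N-limited *opi1*Δ, and the shared deviation by a rise that stays at 3.99 without the N-limited reference replicate 1. A response of the cells to their own pheromone may contribute: over the 12 C-limited arrays that carry *OPI1*, *MF(ALPHA)1* and the median of the mating genes gave a Spearman rho of 0.52 (permutation p = 0.0837), within the limit set in advance. Over the 12 N-limited ones the rho was -0.31 (permutation p = 0.314), which was brought in after both values were seen, so this explanation cannot be told apart from a separate effect of Opi1 on each group of genes. The permutations also ignore that the 12 arrays come from 4 groups of 3. That separate effect was not tested.

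The effect of a deletion differed between the limitations, tested as N-limited minus C-limited effect, for 258 genes with *OPI1*, 414 with both INO genes, 28 with *INO2* and 187 with *INO4*. Of 100 splits of the same arrays, the real one included, 3 give as many for *OPI1* (highest other 338), 1 for *INO2* (17) and 1 for *INO4* (84). Few splits thus reach these counts, but for *OPI1* another split gives more genes than the real one. The groups compared include arrays with doubted labels or with the shared deviation, so the splits cannot exclude a structure of the samples. For both INO genes 14 splits give as many (highest other 820). Chance cannot be excluded there, and the structure of the N-limited samples enters the count.

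Among the paper's genes the differences with *OPI1* were 2.65 for *INO1*, 0.85 for *ELO2*, -0.55 for *CPT1*, 1.54 for *MET6* and 0.78 for *GDH3* (log2). With both INO genes they were 2.01 for *INO1*, 0.60 for *ACC1*, -1.03 for *ITR1*, -0.83 for *CKI1*, -0.80 for *CYS4*, 0.96 for *STR2* and -0.61 for *GDH3*. With *INO2* they were 1.80 for *INO1* and -0.94 for *ELO1*, and with *INO4* they were 2.19 for *INO1*, -0.92 for *CHO1*, 1.27 for *FAS1*, 1.16 for *FAS2*, -0.88 for *ELO1*, -0.79 for *CKI1* and 2.02 for *STR3*. The *INO1* differences in the deletion strains go with a lower N-limited reference, where *INO1* reads 7.54 against 9.83 under C-limitation.

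Among the lists the difference with *OPI1* passed for 5 ergosterol, 17 ribosomal protein and 13 mating genes; with both INO genes for 24 genes of mitochondrial translation, 17 of nitrogen catabolite repression, 19 of amino acid synthesis, 5 of the TCA cycle and 19 of the respiratory chain; and with *INO4* for 7 ribosome biogenesis, 10 mitochondrial translation, 5 stress and 5 mating genes.

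Outside the paper's topics, genes of the Ty3 element stood above the reference in *opi1*Δ, *YGR109W-A* by 2.31 at minimum CO2, against a C-limited reference at the background level, and 3.71 under N-limitation, and *YIL082W-A* and *YGR109W-B* by 3.19 and 2.83 under N-limitation. The seripauperin gene *PAU2* was lower in every C-limited mutant group against the same reference arrays. It stood at -3.56 in *ino4*Δ, -2.60 in *ino2*Δ*ino4*Δ, -2.78 in *ino2*Δ, and -3.42 and -4.01 in *opi1*Δ at minimum and maximum CO2. The ethyl ester synthase gene *EEB1* was lower in N-limited *ino2*Δ*ino4*Δ (-3.59), *ino4*Δ (-3.47) and *ino2*Δ (-3.60).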

How the results depend on the processing

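The tests with doubted arrays left out, with near-identical arrays averaged, with both CO2 phases as 1 group and with unadjusted p-values were chosen after the values were seen; the other settings were planned.

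Centring the arrays, quantile normalisation, a constant of 16, leaving out dim genes, averaging probe sets, trend and robust settings and the replicate block left 26 of 28, 26 of 28, 26 of 26, 26 of 26, 26 of 26, 25 of 26 and 24 of 26 main results, in this order, within 1.5 times or within their spread. Where a value moved, the cause was not tested, apart from the settings that by construction use fewer arrays. The small *ino4*Δ against *ino2*Δ comparisons moved most easily. From 5 genes under C-limitation and 2 under N-limitation they went to 8 and 6 with arrays centred on their median, to 8 and 4 after quantile normalisation, to 0 and 5 with the replicate number as a block, and to 5 under N-limitation with trend and robust settings. Scaling also shifted the balance of directions: C-limited *opi1*Δ at minimum CO2 had 177 higher and 244 lower genes in the main model, 318 and 188 after centring and 331 and 176 after quantile normalisation; at 0.001 these were 46 and 70, 78 and 58, and 72 and 53. The replicate numbers do not pair the arrays, since residuals of arrays with the same number in other groups correlate with a median of 0.018 (165 pairs) against -0.009 for other numbers (330 pairs).

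A model of only the groups of the comparison, with fewer arrays to estimate the spread, gave fewer genes in most comparisons: 67 for C-limited *opi1*Δ at minimum CO2 (main 421), 16 for C-limited *ino2*Δ (45), 83 for C-limited *ino4*Δ (729), 40 for N-limited *opi1*Δ (138), 142 for N-limited *ino2*Δ*ino4*Δ (880), 9 for N-limited *ino4*Δ (30), 688 for the N- against the C-limited reference (1268), 1266 between the CO2 phases (2473) and 0 for *ino4*Δ against *ino2*Δ under C-limitation. For that comparison limma counts 1243 genes at an unadjusted p below 0.05. It gave more for *opi1*Δ at maximum CO2 (3242 against 1696) and for *ino4*Δ against *ino2*Δ under N-limitation (293). The differences between limitations gave 87 for *OPI1*, 14 for *INO2* and 72 for *INO4*. At 0.001 the counts were 7 for C-limited *opi1*Δ, 11 for C-limited *ino2*Δ*ino4*Δ, 12 for N-limited *opi1*Δ and 16 for N-limited *ino2*Δ*ino4*Δ. Shared genes of *opi1*Δ and *ino2*Δ*ino4*Δ at 0.001 were 1 under C- and 0 under N-limitation, and the genes changed in all 3 deletion strains 8 and 4.

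The methods' t-test gave 18 genes for C-limited *opi1*Δ at minimum CO2, 4 for C-limited *ino2*Δ*ino4*Δ, 2 for C-limited *ino2*Δ, 14 for C-limited *ino4*Δ, 7 for N-limited *opi1*Δ, 18 for N-limited *ino2*Δ*ino4*Δ, 11 for N-limited *ino2*Δ, 3 for N-limited *ino4*Δ, 413 for the reference strains, 674 between the phases, and 0 and 1 for *ino4*Δ against *ino2*Δ. At 0.001 it gave 1 and 0 for C-limited *opi1*Δ and *ino2*Δ*ino4*Δ and 3 and 0 for the N-limited ones. The shared genes were 0 and 0 at 0.001 for *opi1*Δ with *ino2*Δ*ino4*Δ, and 0 and 1 for all 3 deletion strains. It was not run for the differences between limitations.

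Leaving out each array in turn moved these counts by more than 1.5 times, arrays in the order of their replicate numbers. For C-limited *opi1*Δ at minimum CO2 it gave 145, 172 and 181 without reference replicates 1, 2 and 3, and 1315 and 247 without *opi1*Δ replicates 2 and 3. For C-limited *ino2*Δ*ino4*Δ it gave 19 and 19 without reference replicates 1 and 3, and 110, 18 and 18 without each *ino2*Δ*ino4*Δ array. For C-limited *ino2*Δ it gave 27, 27 and 28 without each reference array, and 290, 25 and 25 without each *ino2*Δ array. For C-limited *ino4*Δ it gave 286, 294 and 450, and 134, 132 and 1441 likewise. For N-limited *ino2*Δ the range is 21 (without *ino2*Δ replicate 2) to 41. For *ino4*Δ against *ino2*Δ it is 0 to 849 under C-limitation (52, 0 and 0 without each *ino2*Δ array, and 0, 0 and 849 without each *ino4*Δ array) and 0 to 4 under N-limitation (4 without *ino4*Δ replicate 1, 0 without any other). The difference with *OPI1* ranged from 131 to 1367: 141, 151 and 157 without each C-limited reference array, 135 and 576 without N-limited reference replicates 1 and 3, 170 and 1367 without C-limited *opi1*Δ replicates 1 and 2, and 131 and 142 without N-limited *opi1*Δ replicates 1 and 3. That with both INO genes ranged from 312 to 636 (without N-limited reference replicate 1). That with *INO2* ranged from 17 to 272: 18 without C-limited reference replicate 2, 272, 17 and 17 without each C-limited *ino2*Δ array and 18 without N-limited *ino2*Δ replicate 2. That with *INO4* ranged from 37 to 916: 56, 60 and 85 without each C-limited reference array, 71 without N-limited reference replicate 1, 37, 40 and 916 without each C-limited and 109, 56 and 42 without each N-limited *ino4*Δ array. At 0.001 C-limited *opi1*Δ gave 55, 57 and 56 without each reference array and 69, 324 and 75 without each *opi1*Δ array, C-limited *ino2*Δ*ino4*Δ ranged from 11 (without reference replicate 1 or 2) to 43 (without *ino2*Δ*ino4*Δ replicate 1), and N-limited *opi1*Δ from 58 (without *opi1*Δ replicate 3) to 78. Shared genes of *opi1*Δ and *ino2*Δ*ino4*Δ ranged from 8 to 20 (without *ino2*Δ*ino4*Δ replicate 1) under C- and from 11 (without reference replicate 2 or 3) to 21 under N-limitation, and those of all 3 C-limited deletion strains from 16 (without reference replicate 3; 17 without reference replicate 1 or *ino2*Δ*ino4*Δ replicate 2 or 3) to 38. Where an array is left out, the spread of the remaining 2 is estimated with that of the other groups.

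With the 5 arrays of the shared deviation left out, the lone arrays of C-limited *opi1*Δ at minimum CO2 and of N-limited *ino2*Δ*ino4*Δ are assumed to vary like the other groups. The counts were 1635 and 226 for C- and N-limited *opi1*Δ, 75 and 63 for N-limited *ino2*Δ and *ino4*Δ, and 998, 634, 117 and 639 for the differences with *OPI1*, both INO genes, *INO2* and *INO4*. At 0.001 they were 969 and 136 for *opi1*Δ. Shared genes were 30 and 32 for *opi1*Δ with *ino2*Δ*ino4*Δ and 31 for all 3 N-limited deletion strains. The direction reversed for *SAM2* (0.37) and *TOR1* (0.35) in C-limited *opi1*Δ, for *SAM1* (0.58) and *SAM2* (0.41) in the N- against the C-limited reference, and for *GSH2* (-0.39), *TOR1* (-0.40), *SNF1* (-0.44) and *ECM22* (-0.32) between the phases. With the 4 arrays of mismatched INO levels left out, the counts were 241, 23 and 1444 for C-limited *ino2*Δ*ino4*Δ, *ino2*Δ (1 array left) and *ino4*Δ, 607 for *ino4*Δ against *ino2*Δ and 969 for the difference with *INO4*. At 0.001 C-limited *ino2*Δ*ino4*Δ gave 110, and shared genes were 40 for *opi1*Δ with *ino2*Δ*ino4*Δ and 15 for all 3. Near-identical are C-limited *ino2*Δ replicates 2 and 3 and N-limited *ino2*Δ replicates 1 and 2, which lie 0.04 and 0.05 apart (root mean square log2 difference) against a median of 0.16 within a label; whether they are separate samples cannot be told from the values. With them averaged, C-limited *ino2*Δ gave 24 genes, *ino4*Δ against *ino2*Δ gave 0 and 0, and the difference with *INO2* gave 13. Both CO2 phases as 1 group gave 69 genes at 0.001 (main 116).

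With thresholds of 0.01 and 0.05 in place of 0.001, *opi1*Δ and *ino2*Δ*ino4*Δ shared 20 and 50 genes under C-limitation and 39 and 90 under N-limitation. All 3 deletion strains shared 16 at 0.001 and 44 at 0.05 under C-limitation, and 25 at 0.05 under N-limitation. With the p-values unadjusted, at the thresholds of the figures, *opi1*Δ and *ino2*Δ*ino4*Δ shared 43 genes in limma and 13 in the t-test under C-limitation and 52 and 8 under N-limitation, and all 3 deletion strains 101 and 50 under C- and 66 and 43 under N-limitation. Of 153 list tests that passed with the preset correlation 6 passed with the estimated one. Over the 11 group means 566 genes reached the correlation with *INO4*, against 345 over the arrays.

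For the named genes, the values of 3636 of 4068 kept direction and side of the threshold when 1 array was left out, 261 no longer passed, 32 passed newly and 139 without a call moved. With quantile normalisation 631 of 678 were the same, and with the t-test 454 were the same while 210 no longer passed. Counts per list moved in 172 of 702 cases when 1 array was left out, in 64 of 105 with only the groups of the comparison and in 75 of 93 with the t-test. Signal over background limits the reading of 288 genes whose mean lies below the background level. The falls of *INO2*, *INO4* and *OPI1* in the strains that lack them are lower bounds in size where every array reads at background. That leaves out *INO4* in C-limited *ino2*Δ*ino4*Δ, whose mean includes replicate 1 at 99.9 (signal intensity).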

Differences from the paper's values

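The tests with doubted arrays left out, with near-identical arrays averaged, with both CO2 phases as 1 group and with unadjusted p-values were chosen after the values were seen; the other alternatives were set before the data were examined.

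Of the numbers of genes in the Venn diagrams, those of Fig. 3B did not differ from the paper's by the limits used (more than 1.5 times), while 2 of 3 in Fig. 3A, 3 of 7 in Fig. 4A and 2 of 7 in Fig. 4B did. In Fig. 3A, read by eye, the paper's number for *opi1*Δ alone is about 510, and 104 genes were found here at an adjusted p below 0.001; the legend does not say whether its p is adjusted. Of the alternatives set before the data were examined a threshold of 0.01, that of the methods and not of the legend, came within the limits (401), while it took the numbers for the genes of both strains and for *ino2*Δ*ino4*Δ alone outside them (20 and 11), as it did all 3 numbers of Fig. 3B. The others did not come within: a threshold of 0.05 gave 1123, median centred arrays, quantile normalisation, the constant of 16, dim genes left out, only the groups of the comparison, the methods' t-test, trend and robust settings, averaged probe sets and the replicate block gave 1 to 122, and leaving out each array 47 to 310. An unadjusted p below 0.001 in limma, chosen after seeing the values, gave 427, which is within, with 43 genes of both strains and 57 of *ino2*Δ*ino4*Δ alone; how many of the paper's own genes it drops cannot be counted from the figure. The other settings added after seeing the values did not reach it, with 148 at an unadjusted p in the t-test, 939 without the arrays of the shared deviation, 154 without those of mismatched INO levels, 82 with near-identical arrays averaged, and 69 genes in all with both phases as 1 group. For *ino2*Δ*ino4*Δ alone the paper's number is about 2 in Fig. 3A, read by eye, against 6 here; it came within the limits without any 1 of the reference arrays and without *ino2*Δ*ino4*Δ replicate 2 or 3 (3 each), and not without *ino2*Δ*ino4*Δ replicate 1, without any of the *opi1*Δ arrays, at thresholds of 0.01 and 0.05 or under the 9 other such alternatives.

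In Fig. 4A, read by eye, the paper's number for *ino4*Δ alone is about 96, against 684 here. It came within the limits with only the groups of the comparison (65) and without *ino4*Δ replicate 1 or 2 (91 each), and not with median centred arrays, quantile normalisation, the constant of 16, dim genes left out, the methods' t-test, trend and robust settings, averaged probe sets, the replicate block, thresholds of 0.001 (159) and 0.05 or any other array left out. For *ino2*Δ and *ino4*Δ together the paper's number is about 2 in Fig. 4A, read by eye, against 15 here; only the groups of the comparison (3) came within the limits, and thresholds of 0.001 (8) and 0.05, the 8 other such alternatives and the arrays left out in turn did not. For *ino2*Δ and *ino2*Δ*ino4*Δ together it is about 0 in Fig. 4A, read by eye, against 1 here, and no such alternative gave 0. The numbers for *ino2*Δ alone, 3, and for *ino2*Δ*ino4*Δ alone, 0, match.

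In Fig. 4B, read by eye, the paper's number for *ino2*Δ alone is about 10, against 5 here. It came within the limits with only the groups of the comparison (11), the methods' t-test (7), a threshold of 0.05 (11) and without N-limited reference replicate 3 (12), and not at a threshold of 0.001, under the 7 other such alternatives or without any other array. For *ino2*Δ and *ino2*Δ*ino4*Δ together it is about 11 in Fig. 4B, read by eye, against 6 here; quantile normalisation (8) came within the limits, and thresholds of 0.001 and 0.05, the 8 other such alternatives and leaving out each array did not. Leaving out the arrays of the shared deviation, chosen after seeing the values, gives 15, which is within them; how many of the paper's own genes it drops cannot be counted from the figure.

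The levels of *INO2* and *INO4* in Fig. 2 did not differ in any of the 22 cases. Nor did the numbers of correlated genes, where the paper's text gives 470 for *INO4*, 91 positive and 380 negative, and 200 negative for *INO2*, against 345, 87, 258 and 153 here.

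The paper states that both INO genes rise without Opi1. Their values were higher in all *opi1*Δ groups, but none of the changes passed: *INO2* 0.36, 0.39 and 0.66 (log2) at minimum and maximum CO2 and under N-limitation, and *INO4* 0.39, 0.46 and 0.16. At maximum CO2 *INO2* passes with only the groups of the comparison, and *INO4* with that and with the t-test. For N-limited *ino2*Δ the paper proposes that *INO4* makes up for *INO2* by a raised expression; against the N-limited reference it stood at -0.43. In C-limited *ino2*Δ *INO4* stood at -1.32, which passes with the replicate block and without *ino2*Δ replicate 1, and *INO2* in C-limited *ino4*Δ stood at -0.33, which did not pass.

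The paper states that the whole set of genes with the inositol-sensitive element rises in *opi1*Δ. The list counted here holds phospholipid genes and is not that set. The counts are of genes that passed, and the additional file that the paper cites was not used. Of 20 phospholipid genes 8, 16 and 10 rose at minimum CO2, at maximum CO2 and under N-limitation, *INO1*, *ITR1*, *CHO1* and *CKI1* among them in each. It lists *HNM1* and *CPT1* as raised; *HNM1* at minimum CO2 (0.46) and *CPT1* under N-limitation (0.29) did not pass. With the arrays of the shared deviation left out, chosen after seeing the values, *HNM1* stands at 1.01 at minimum CO2, which then has 1 array. *FAS2*, which the paper gives as raised in N-limited *opi1*Δ, stood at 0.57 and did not pass under any setting. *FAS1*, which it gives as lower in C-limited *ino2*Δ*ino4*Δ, stood at -0.91 and passes with only the groups of the comparison, without *ino2*Δ*ino4*Δ replicate 1, and with the arrays of mismatched INO levels left out, the last chosen after seeing the values; *FAS2* there, and both genes in N-limited *ino2*Δ*ino4*Δ, passed as in the paper. It gives no fatty acid synthase gene as lower in *opi1*Δ; *FAS1* at maximum CO2 stood at -0.39, which passes as a fall with only the groups of the comparison. Mating genes, which it places among those lower at low INO-level, gave 0 higher and 0 lower of 30 under C- and 1 and 2 under N-limitation; by the t-test it was 0 and 0 in the first, with 5 higher and 1 lower at an unadjusted p below 0.05.

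The paper states that *LPP1* falls in *opi1*Δ under both limitations; under N-limitation it stood at -0.37 and passed under no setting, while at minimum CO2 it passed (-0.51). It states that nearly all ergosterol genes fall there. Of 25, 8 fell and 1 rose at minimum CO2 and 11 fell and 1 rose at maximum CO2. At an unadjusted p below 0.05 in limma 15 were lower and 1 higher in each of these phases. By the t-test 1 fell and 0 rose at minimum CO2, and 17 fell and 1 rose at maximum CO2. Under N-limitation 0 passed, with 2 higher and 0 lower at an unadjusted p below 0.05 and 0 by the t-test. It states that several ergosterol genes rise in all low INO-level strains, above all under N-limitation. There 1 rose and 2 fell in *ino2*Δ*ino4*Δ; in *ino2*Δ and *ino4*Δ none passed in limma or the t-test, with 1 and 5 higher at an unadjusted p below 0.05. Under C-limitation 11 fell in *ino4*Δ.

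For the N-limited deletion strains the paper gives β-oxidation genes as lower; none of 19 passed in limma in any of the 3, with 2, 0 and 1 lower at an unadjusted p below 0.05 in *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ and 1 in *ino2*Δ by the t-test. It gives most translation genes as higher in N-limited *ino2*Δ*ino4*Δ; of 89 mitochondrial translation genes 58 rose, whereas the ribosomal protein genes had a median of 0.01. Mitochondrial translation genes, which it gives as higher in both C-limited single mutants, gave 30 higher in *ino4*Δ and 0 in *ino2*Δ in limma, the latter with 0 by the t-test and 49 higher at an unadjusted p below 0.05 (medians 0.65 and 0.45). It names translation among the genes that run against *INO4*; 34 of 89 mitochondrial translation genes did, while ribosomal protein genes had a median coefficient of 0.23.

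The paper gives stress genes as lower in the C-limited deletion strains. In *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ 0, 0 and 12 fell and 0, 0 and 1 rose in limma, with 6, 6 and 15 lower at an unadjusted p below 0.05 and 0, 0 and 0 by the t-test. It gives unfolded protein response genes as lower in the same strains and, in another place, in N-limited *ino2*Δ*ino4*Δ, while its clusters give them as higher at low INO-level under N-limitation, the direction of the 3 that rose here. Their medians were 0.29, 0.21 and 0.16 in C-limited *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ and 0.26 in N-limited *ino2*Δ*ino4*Δ, where 3 rose and 0 fell in limma (0 by the t-test, and 1 lower at an unadjusted p below 0.05). *KAR2*, which it gives as raised at low INO-level above all under N-limitation, stood at 0.86 there and did not pass under any setting; under C-limitation it stood at 0.59 and passes with the arrays of mismatched INO levels left out, chosen after seeing the values. It gives *KAR2* as much lower in C-limited *opi1*Δ; at minimum CO2 it stood at -0.32 and did not pass, and at maximum CO2 it passed (-1.13).

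Of the methionine genes that the paper gives as raised in *opi1*Δ, *MET2*, *MET8*, *MET14* and *MET16* had negative values at minimum CO2, and passed in neither that culture nor N-limited *opi1*Δ. With the arrays of the shared deviation left out, chosen after seeing the values, *MET8* and *MET14* stand at -0.95 and -1.27 at minimum CO2, which then has 1 array. *MET14* passes as a fall there without *opi1*Δ replicate 1. At maximum CO2 *MET8* rose (0.87), *MET2* and *MET16* pass with only the groups of the comparison and with the t-test, and *MET14* with only the groups of the comparison. *SAH1* rose at maximum CO2 and under N-limitation (0.91 and 0.84). *MET6*, given as raised in N-limited *opi1*Δ, stood at 0.50 and passed under no setting; at minimum CO2 it fell (-1.04). In the deletion strains, where the paper gives *MET6* and *SAH1* as lower, all values were negative, but only *SAH1* in C-limited *ino4*Δ passed (-0.75). *SAH1* also passes in C-limited *ino2*Δ with only the groups of the comparison and in N-limited *ino4*Δ with median centred arrays. In N-limited *ino2*Δ*ino4*Δ it passes with median centred arrays and without N-limited reference replicate 1 or *ino2*Δ*ino4*Δ replicate 1 or 2. With the arrays of the shared deviation left out, chosen after seeing the values, *SAH1* passes in N-limited *ino2*Δ and *ino4*Δ. It then stands at -0.47 in N-limited *ino2*Δ*ino4*Δ, which has 1 array left. *MET6* passes in N-limited *ino2*Δ*ino4*Δ without reference replicate 1 or *ino2*Δ*ino4*Δ replicate 2, and in N-limited *ino4*Δ with the arrays of the shared deviation left out, chosen after seeing the values.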

Other observations

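The genes named in the 2 paragraphs that follow were chosen after the result was seen; the tests of lists and of splits in this part were not.

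A group of cell wall and seripauperin genes stood high in the C-limited reference alone among the 11 groups. *PAU3* had a mean of 9.23 (log2) there and 5.87 to 6.93 in the 10 others, *PBI1* 9.37 against 5.60 to 6.86, *PAU24* 7.97 against 5.28 to 6.14, *PAU5* 8.28 against 5.97 to 6.88, *PAU7* 9.60 against 7.34 to 7.82, *TIR4* 7.43 against 5.67 to 6.38 and the oxysterol-binding protein gene *HES1* 7.48 against 5.27 to 6.13. In limma these genes fell in every C-limited mutant culture, whichever gene it lacks, and in the N-limited reference, and all of these falls rest on the same 3 reference arrays. Of the 21 cell wall genes 8, 8, 2, 3 and 7 were lower in *opi1*Δ at minimum and maximum CO2, *ino2*Δ*ino4*Δ, *ino2*Δ and *ino4*Δ and 7 in the N-limited reference. Among the N-limited mutants 3 were higher in *ino2*Δ*ino4*Δ and 1 in *opi1*Δ.

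Under N-limitation, several genes of nitrogen catabolite repression in *ino2*Δ*ino4*Δ stood closer to the C-limited than to the N-limited reference. The oligopeptide transporter gene *OPT2* had a mean of 11.74 in the N-limited and 5.01, below the background level, in the C-limited reference, and read near that level in N-limited *ino2*Δ*ino4*Δ; the allantoate permease gene *DAL5* had 11.94, 6.69 and 7.08 in the N-limited reference, the C-limited reference and N-limited *ino2*Δ*ino4*Δ, the repressor gene *DAL80* 10.63, 5.51 and 6.86, and the amino acid permease gene *GAP1* 11.69, 8.59 and 7.82. The pyruvate decarboxylase gene *PDC5* had 12.55, 8.59 and 9.18 in the same 3 groups. In N-limited *ino2*Δ and *ino4*Δ, by contrast, *DAL5* stood at 12.17 and 12.04 and *DAL80* at 10.59 and 10.72. The ester synthase gene *EEB1* was lower in all 3 N-limited deletion strains, with means of 10.78 in the reference, 10.56 in *opi1*Δ, 7.18 in *ino2*Δ and 7.31 in *ino4*Δ, and a change of -3.59 in *ino2*Δ*ino4*Δ.

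Between the reference cultures, 22 of 36 genes of nitrogen catabolite repression were higher and 1 lower under N- than under C-limitation, and 17 and 2 of 30 mating genes. Lower were 15 of 18 genes of gluconeogenesis and the glyoxylate cycle (1 higher), 16 of 19 of β-oxidation (1 higher), 18 of 32 stress genes (2 higher), 5 of 18 of the TCA cycle and 19 of 61 of amino acid synthesis (4 higher). The list medians were 1.28, 0.74, -1.62, -1.65, -0.78, -0.41 and -0.28 in this order.

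At maximum CO2 17 of 20 genes of tRNA synthetases and 11 of 30 G1 to S genes rose in *opi1*Δ, while 19 of 34 proteasome and 12 of 25 autophagy genes fell. The G1 to S genes also gave 7 lower in N-limited *ino2*Δ*ino4*Δ, 6 higher in C-limited *ino4*Δ and 8 higher in the N-limited reference. Lists with few members that pass outside the comparison at maximum CO2 were those of G2 to M (4 higher in the N-limited reference), sporulation (4 higher and 1 lower in N-limited *ino2*Δ*ino4*Δ), zinc (1 higher there), phosphate (3 higher and 3 lower there), copper and iron (3 and 2), hexose transport (2 and 4) and NAD (3 lower).

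For the comparisons of 3 arrays with 3, the 10 splits of the arrays cannot give a share under 0.05. The real number of changed genes and the highest of the other splits were 421 and 15 for C-limited *opi1*Δ at minimum CO2 (116 and 0 at 0.001), 1696 and 0 at maximum CO2, 31 and 0 for C-limited *ino2*Δ*ino4*Δ (18 and 0 at 0.001), 45 and 0 for C-limited *ino2*Δ, 729 and 0 for C-limited *ino4*Δ, 138 and 0 for N-limited *opi1*Δ (90 and 0 at 0.001), 33 and 0 for N-limited *ino2*Δ, 30 and 0 for N-limited *ino4*Δ, 1268 and 0 for the N- against the C-limited reference, and 2473 and 0 for the phases of *opi1*Δ. Between *ino4*Δ and *ino2*Δ they were 2 and 0 under N-limitation and 5 and 180 under C-limitation, where 4 of the 10 splits give at least as many; the highest sets *ino4*Δ replicates 1 and 2 and *ino2*Δ replicate 1 against the other 3 arrays, which points to a structure of the samples. Genes whose groups do not overlap, of which chance gives 10% with 3 arrays against 3, numbered 1915 of 5449 in C-limited *opi1*Δ at minimum CO2 (419 of them passed), 1665 in C-limited *ino2*Δ*ino4*Δ (31), 2311 in C-limited *ino4*Δ (668), 1483 in N-limited *opi1*Δ (138) and 1437 in N-limited *ino2*Δ*ino4*Δ (765).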
